# Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus *Drosophila*

**DOI:** 10.1371/journal.pgen.1002475

**Published:** 2012-02-02

**Authors:** Carlos Díaz-Castillo, Xiao-Qin Xia, José M. Ranz

## Abstract

Why gene order is conserved over long evolutionary timespans remains elusive. A common interpretation is that gene order conservation might reflect the existence of functional constraints that are important for organismal performance. Alteration of the integrity of genomic regions, and therefore of those constraints, would result in detrimental effects. This notion seems especially plausible in those genomes that can easily accommodate gene reshuffling via chromosomal inversions since genomic regions free of constraints are likely to have been disrupted in one or more lineages. Nevertheless, no empirical test has been performed to this notion. Here, we disrupt one of the largest conserved genomic regions of the *Drosophila* genome by chromosome engineering and examine the phenotypic consequences derived from such disruption. The targeted region exhibits multiple patterns of functional enrichment suggestive of the presence of constraints. The carriers of the disrupted collinear block show no defects in their viability, fertility, and parameters of general homeostasis, although their odorant perception is altered. This change in odorant perception does not correlate with modifications of the level of expression and sex bias of the genes within the genomic region disrupted. Our results indicate that even in highly rearranged genomes, like those of Diptera, unusually high levels of gene order conservation cannot be systematically attributed to functional constraints, which raises the possibility that other mechanisms can be in place and therefore the underpinnings of the maintenance of gene organization might be more diverse than previously thought.

## Author Summary

Eukaryotic genomes have been reshaped by chromosomal rearrangements during evolution. However, the comparison of distantly related species has uncovered unusually large genomic regions with conserved gene organization. A widely accepted explanation is that, in those regions, there exist genes with joint and/or intricate regulation, which, if altered, might affect the performance of the carriers. We used a system that allowed us to precisely disrupt one of the largest genomic regions that has been conserved in the fruit flies since ∼63 million years ago and performed a variety of assays devised to detect differences in organismal performance and anomalous gene expression. Despite the overrepresentation of genes with expression profiles related to male fertility and detection of chemical stimuli in this genomic region, as well as the presence of genes expressed during development and putatively regulated by long distantly located sequences, we do not find evidence of diminished viability and fertility or of anomalous levels of expression. These results lead us to propose that regulatory constraints might not suffice to explain the maintenance of the integrity of some of the best candidate regions in one of the most dynamic eukaryotic genomes.

## Introduction

Collinearity conservation, *i.e.* conservation of local gene order, across distantly related phyla is often viewed as the result of functional constraints that prevent the occurrence of breaks of chromosomal rearrangements during evolution. The nature of these constraints is still poorly understood. They may merely reflect the presence of yet-to-be annotated protein and nonprotein-coding genes in intergenic regions [1]–[3]. A second type of constraints may be linked to the existence of regulatory domains, *i.e.* genomic regions associated with complex regulatory inputs. These regulatory domains can adopt at least two forms. One common form of complex regulatory inputs corresponds to genes that are coordinately expressed or repressed [4]–[7]. Alternatively, regulatory constraints can adopt the form of long-range regulatory interactions, which often involve the interdigitation of *cis*-regulatory sequences with genes that are not their targets [8]–[10]. These regulatory domains are enriched for noncoding DNA (highly conserved noncoding elements or HCNEs) with putative regulatory potential [11]–[16]. These HCNEs tend to be found in the vicinity of protein-coding genes that participate in key processes during development, such as regulation of gene expression and signal transduction [10], [12], [17]. Disruption of genomic regions under constraints can be accompanied by alteration of gene activity, as illustrated by chromosomal rearrangements that modify gene expression as a result of the separation of a gene from its regulatory sequences [18]–[20]. These alterations in gene activity may have a detrimental effect, which would lead to conservation of gene organization [19], [21].

Highly rearranged genomes, such as those of the Diptera, are especially suitable for analyzing the presence of regulatory-based constraints that preserve collinearity since regions free of them are likely to have been disrupted in one or more lineages. Gene order comparisons have helped to delineate collinear blocks [22] across nine *Drosophila* species that represent ∼380 million years (myr) of total divergence time [23], [24]. A minimum of ∼6,100 chromosomal breakpoints have been estimated to have occurred in 2,688 intergenic regions [22] scattered across the main chromosomal elements (the so-called Muller's elements A–E) that constitute the *Drosophila* genome [25], [26]. The analysis of the expected patterns of evolution of gene organization under different evolutionary scenarios indicate that fragile regions, *i.e.* those that accumulate most chromosomal breaks during evolution [27], are the main factor that explains the patterns of gene arrangement across *Drosophila* species [22]. Constraints nevertheless may be responsible for ∼15% of gene order conservation and their presence is positively correlated with the size of the collinear block [22]. The top 1% largest collinear blocks, or ultraconserved regions [22], are enriched for genes associated with particular expression profiles, but the functional signature most prominently found in ultraconserved regions are stretches of DNA with multiple HCNEs (14.5% of the 145 HCNE peaks mapped as compared to 6.7% expected).

To our knowledge, only two empirical tests for the presence of functional constraints have been performed in eukaryotic genomes [20], [28]. In both cases, engineered chromosomal inversions were induced to disrupt clusters of genes with shared expression attributes and, subsequently, the phenotypic consequences of such disruptions monitored. For example, the disruption of the mouse *Hoxd* cluster, which is conserved across vertebrates, helped determine the presence of two functional subdomains and two long-range enhancers on either side of the cluster. This functional organization of the *Hoxd* cluster was proposed as the underlying cause that kept the cluster intact during the evolution of vertebrate lineages. In Diptera, three gene neighborhoods expressed in testes and one gene neighborhood expressed during embryogenesis of *D. melanogaster* have been disrupted [28], but no modification of the expression of the genes included in the neighborhoods examined was detected. These neighborhoods are conserved within the *D. melanogaster* species subgroup but disrupted in some other *Drosophila* lineages (Table S1), which does not clarify the phylogenetic scope of the putative constraints tested. The phenotypic consequences of disrupting a collinear region conserved throughout the genus *Drosophila*, which is presumably maintained by constraints, are presently unknown.

Here, we used chromosome engineering to disrupt an ultraconserved region located on Muller's element C of the *Drosophila* genome (Figure 1A). This ultraconserved region is delimited by the genes *CG15121* and *CG16894* and is ∼701 kb long in *D. melanogaster* [22]. Importantly, this ultraconserved region is, based on current information, the one with the largest number of functional signatures, suggestive of the presence of regulatory-based constraints [22]. After disrupting the ultraconserved region *CG15121–CG16894*, we examined the resulting phenotypic consequences both by performing a variety of genetic and competition experiments that tested for differences in viability, fertility, and relevant parameters of general homeostasis and by characterizing levels of mRNA abundance in both sexes. Our results indicate that, contrary to the prevalent view, the extraordinary conservation of some of the largest collinear blocks in eukaryotic genomes might not necessarily derive only from functional constraints that result in severe detrimental effects.

**Figure 1:**
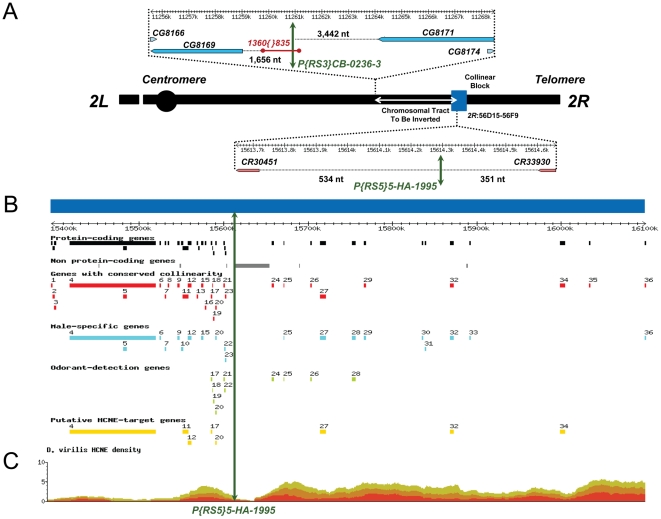
Schematic representation of the inversion engineered to disrupt the ultraconserved region *CG15121–CG16894* and its salient features. (A) Schematic representation showing the surrounding regions and location of the FRT-bearing TEs *P{RS5}5-HA-1995* and *P{RS3}CB-0236-3* (green double arrowhead lines) used to generate the inversion *In(2R)51F11-56E2* (white double arrowhead line), which disrupts the ultraconserved region *CG15121–CG16894* (blue box). The element *P{RS3}CB-0236-3* is inserted in a naturally occurring copy of the TE *1360{}835* [43]. Distances between the FRT-bearing TEs and the flanking genes are indicated in nucleotides. Notice that flanking transcription units at the immediate vicinity of the inner breakpoint are two non-protein-coding genes: *CR30451*, which codes for *tRNA:E4:56Fc*; and *CR33930*, which codes for *snoRNA:185*. (B) Annotation of the ultraconserved region *CG15121*–*CG16894* using *D. melanogaster* as a reference. From top to bottom: 36 protein-coding genes; 122 non-protein-coding genes (8 miRNAs, 13 tRNAs, 1 snoRNA, and 100 5S rRNAs); 29 protein-coding genes whose collinearity is maintained across nine species of the genus *Drosophila*; 20 protein-coding genes with male-biased gene expression using mRNA levels as a proxy; 10 protein-coding genes related to odor-guided behavior; and 8 putative targets of Highly Conserved Non-coding Elements (HCNEs) based on their expression profile, core promoter predictions, and mutant phenotypes. Details on the protein-coding genes in this region and their annotation are provided in Table S2. (C) Ancora [82] snapshot (http://ancora.genereg.net) of the distribution of HCNEs when genome sequences of *D. melanogaster* and *D. virilis* are compared. Green, orange, and red denote 96%, 98%, and 100% nucleotide identity, respectively.

## Results

### Functional and comparative organization of the ultraconserved region *CG15121–CG16894*

The ultraconserved region *CG15121–CG16894* ranked first in length and eleventh in the number of genes encompassed among 2,683 regions of conserved collinearity across nine *Drosophila* species [22]. Data from another comparative analysis on gene organization in the genus *Drosophila* [29] are consistent with the overall maintenance of the collinearity in this genomic region. In addition, this region shows statistically significant enrichment for genes encoding proteins involved in chemosensory perception and for genes preferentially expressed in males, many of them showing this same trend across multiple *Drosophila* species (Figure 1B and Table S2). This higher-than-expected local density of genes with coherent patterns of expression supports the presence of a male-biased gene expression neighborhood, which is intertwined with a smaller chemosensory perception gene neighborhood.

This ultraconserved region is spanned by four HCNE peaks [12] (Figure 1C), more than any other collinear block. Genes responsive to HCNEs have been postulated to be preferentially associated with a particular kind of core promoters. Specifically, using promoter predictions for 42% of the protein-coding genes of *D. melanogaster*, a significant overrepresentation of genes with some kind of Inr-motif (Inr only, Inr/DPE, or Inr/TATA) was found in HCNE-dense regions [12]. We screened 500 nt upstream of each protein-coding gene in the region under study using McPromoter and obtained reliable predictions for eight genes. Six of these genes were predicted to have a core promoter responsive to HCNEs. These genes are found scattered along the region (Figure 1B and Figure S1) and encode proteins involved in the regulation of gene expression, from mRNA binding proteins (*sm*), to signal transducers (*Toll-7, 18-w*), to ubiquitins (*Isopeptidase-T-3*), and also to others that we did not predict *a priori* (*Obp56a* and *CG8654*). Given the large number of genes for which a prediction was not provided by McPromoter, we checked for the presence of genes that are expressed during key developmental stages using the expression profile characterization generated by modENCODE [2]. Fifteen out of 36 protein-coding genes show a preferential pattern of expression during embryogenesis; among them, there is a cluster of eight genes mostly displaying high levels of expression during the first 16 h of development and moderate expression during the larva-pupa transition (Figure S1). Six of these eight genes are predicted to have core promoters of the Inr-motif type and four are associated with lethal phenotypes, the latter underscoring their functional relevance prior to imago emergence (Figure S1) [30], [31]. Together, these functional features associated with some of the genes in the region are suggestive of regulation by HCNEs.

Examination of the organization of the ultraconserved region *CG15121–CG16894* in *Anopheles gambiae* revealed the presence of orthologues in six different locations (Figure S2A and Table S3). This degree of dispersion is not surprising given the fast differentiation of the *Drosophila* and *Anopheles* genomes via the accumulation of chromosomal rearrangements [32]–[34] and the lack of common constraints reflected in the pronounced differences in development, morphology, and ecology of these two Diptera [33], [35], [36]. Nevertheless, we detected a conserved gene arrangement including the gene *Toll-7* and the *Obp* genes, an association that is also present in *A. aegypti* (Figure S2B). Phylogenetic analyses [37] unambiguously support the close phylogenetic relationship among several *Obp* genes in the ultraconserved region under study (*Obp*56a, *Obp56d*, and *Obp56e*) and some that are adjacent to *Toll-7* in *A. gambiae* (*OBP23*, *OBP25*, *OBP26*, *OBP28*), which in turn are closely related to those that cluster nearby *Toll-7* in *A. aegypti* ([38] and this work; Figure S2C). Interestingly, the genes *Obp*56a, *Obp56d* and *Toll-7* are found within the same expression cluster in *D. melanogaster* and two of them have core promoter types presumably responsive to HCNE-mediated regulation (Figure S1).

To sum up, the existence of two intertwined gene neighborhoods associated with very marked expression profiles, the enrichment for HCNE peaks and presence of their putative targets, and the detection of a region conserved across Diptera reinforces the possibility that one or more regulatory-based constraints might exist in the ultraconserved region *CG15121–CG16894*.

### Disruption of the ultraconserved region *CG15121–CG16894*

To assess the importance of the integrity of the ultraconserved region *CG15121–CG16894*, we aimed to disrupt it and characterize the resulting phenotypic effects. We examined the existence of stocks carrying isolated naturally occurring inversions disrupting the ultraconserved region and none was found. Thus, we generated a disruption of the ultraconserved region *CG15121–CG16894* by inducing the inversion *In(2R)51F11-56E2* in *D. melanogaster*, a species in which nonallelic homologous recombination (NAHR) events can be mediated between FLP recombination target-bearing transposable elements (FRT-bearing TEs hereafter) via activation of a heat-inducible flippase-recombinase [28], [39]–[42] (Figure S3, S4, S5). For that, we used two TEs bearing FRT sites in opposite orientation: *P{RS5}5-HA-1995*, which is inside the ultraconserved region *CG15121–CG16894*; and *P{RS3}CB-0236-3*, which is located 4.35 Mb upstream (Figure 1A). The outer element is virtually terminal within a collinear block of 15 genes and is inserted into a naturally occurring copy of the TE *1360{}835* [43].

We adopted several measures to avoid confounding effects that could overlay those of the intended disruption of the ultraconserved region *CG15121–CG16894*. First, TEs were selected to avoid disrupting any known regulatory sequences of flanking genes and those presumably embedded in HCNE peaks, thus preventing the generation of artifactual position effects. The comparison of the size and sex ratio of the progeny of flies homozygous for each of the TEs confirmed the absence of any obvious detrimental effect associated with particular TE insertions (Figure S6). Second, in addition to strains carrying the inversion *In(2R)51F11-56E2* (INV1 and INV2), we generated several control strains to account for further mutations that could have been incidentally generated by our approach [44]. Specifically, three kinds of control strains were constructed: strains carrying two FRT-bearing TEs in *cis* (REC), *i.e.* just before inducing the NAHR event that mediates the inversion; strains carrying the standard arrangement as a result of failed induced NAHR events but that were exposed to the same experimental conditions as the INV strains -SIMultaneous controls- (SIM1, SIM2, and SIM3); and strains in which the inverted segment is reverted back to its original orientation -REVertant controls- (REV1 and REV2) (Figure 2A, Figure S3 and S4). The main molecular changes at the inversion breakpoints of all relevant strains, plus those carrying the original FRT-bearing TEs, are depicted in Figure S5. In the absence of any secondary effect of our procedure, SIM, REV, and REC should perform likewise as measured by the size and sex ratio in the progeny of low-density crosses with homozygous flies (Figure S7). INV strains for which no SIM and/or REV control lines could be generated were discarded. For the remaining strains, their putative karyotype was verified at the cytological level and the expected molecular organization at their breakpoint regions confirmed by PCR and Sanger sequencing (Figure 2B–2C and 8). Further expression profiling confirmed the absence of local position effects at the inversion breakpoints (see below). Lastly, engineered chromosomes were maintained in homozygosis thus preventing the otherwise unavoidable accumulation of detrimental mutations if kept in heterozygosis over a balancer chromosome. Most of the strains that were not discarded were included in one or more downstream analyses.

**Figure 2:**
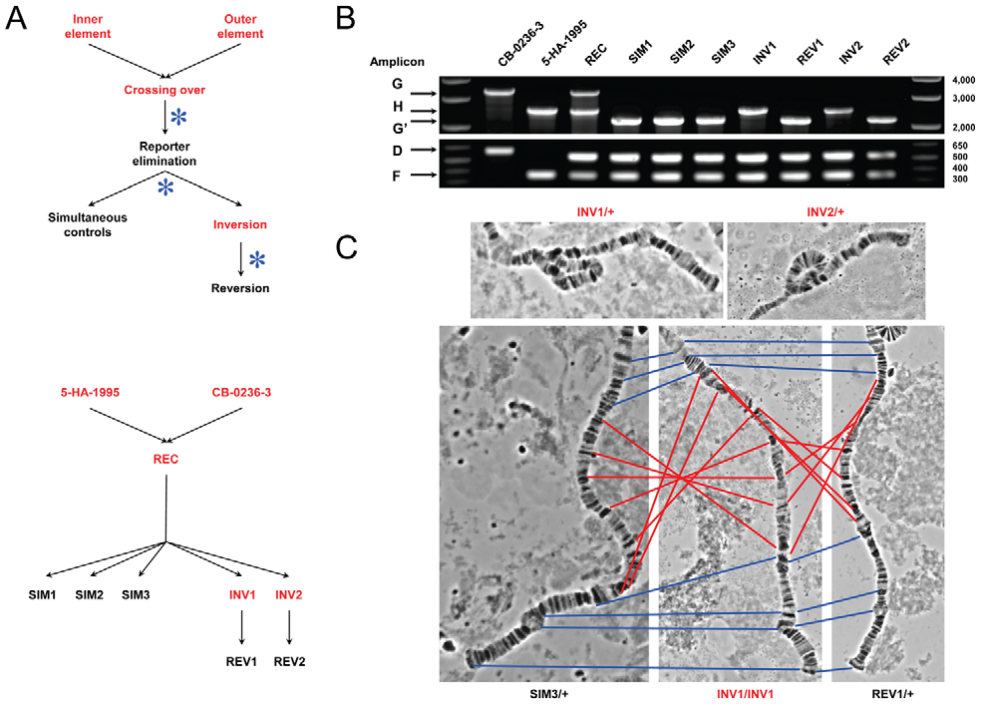
Disruption of the ultraconserved region *CG15121*–*CG16894*. (A) Outline of the main steps used to obtain the strains carrying the ultraconserved region *CG15121*–*CG16894* in its disrupted and intact form (Figures S3 and S4 for details). The strains 5-HA-1995 and CB-0236-3 carrying the FRT-bearing TEs [42] were used to induce the inversion *In(2R)51F11-56E2*, which disrupts the ultraconserved region (strains INV1 and INV2). Control strains carrying the ultraconserved region in its intact form are also shown (REC, SIM1-SIM3, REV1-REV2; Table S4). Black and red denote *w^−^* and *w^+^* phenotype, respectively; asterisk, heat-shock induced FLP expression. (B) Distinctive banding pattern for the PCR products of five different amplicons (D, F, G/G′, H) run simultaneously for each of the strains generated (Material and Methods, Figure S5, and Tables S5 and S6). Two µl from each individual PCR product were combined. Strains 5-HA-1995 and CB-0236-3 show the presence of only one of the FRT-bearing TEs in their genomes while the REC strain shows the presence of both. SIM and REV strains show the successful amplification of the amplicon G′, which denotes the presence of a derivative of *P{RS3}CB-0236-3* at the outer breakpoint, but not of the amplicon H, indicating that they carry the *2R* standard chromosomal arrangement. INV strains show the opposite pattern; the detection of amplicon H denotes the presence of the inverted chromosomal arrangement. (C) Representative polytene chromosome squashes. Top, an inversion loop is observed for the heterozygote progeny of INV1 and INV2 parentals when crossed with individuals from the strain *w^1118^* thus confirming the presence of the inverted arrangement. Bottom, no inversion loop is observed in the progeny of similar crosses involving SIM3 and REV1. Red and blue lines connect the same polytene band inside and outside of the inverted fragment, respectively, between carriers for the standard arrangement (SIM3 and REV1) and homozygotes for the induced inversion (INV1; center). Apart from the inversion *In(2R)51F11-56E2* in the strains INV1 and INV2, no other gross chromosome alteration was detected for the strains shown in (B).

### Phenotypic consequences of disrupting the ultraconserved region *CG15121–CG16894*

The disruption of the ultraconserved region *CG15121–CG16894* did not lead to viability impairment in the progeny of the carriers (INV1, INV2) as compared to that of non-carriers based on two proxies examined (Figure S7). Cursory examination of embryos, larva, and pupa did not detect any obvious morphological defect either. We then explored the possibility of a detrimental effect in heterozygous condition before reaching adult eclosion, either because of the disruption of the collinear block, meiotic distortion due to the presence of a chromosomal inverted rearrangement, or both. The comparison of different chromosome combinations revealed no departures from the expected Mendelian ratios (1∶2∶1) and absence of sex-specific effects (Figure S9). Further, we assessed differential viability during early stages (*i.e.* prior to imago emergence), when competition among individuals is specially intense [45], [46], and when most of the genes putatively targeted by HCNEs exhibit high levels of expression. Differences among carriers of different *2R* chromosomes were detected in frequency-dependent competition experiments involving different pairwise combinations of embryos, but those differences were not consistently shown by the carriers of the disrupted ultraconserved region (INV1, INV2) compared to those that carry it in its intact form (REC) across different genetic backgrounds (Figure S10). Together, these results do not point out to any obvious detrimental effect on viability, and therefore on stages of the life cycle that encompass key developmental transitions, as a result of disrupting the ultraconserved region *CG15121–CG16894*.

Next, we examined the effect of disrupting the ultraconserved region *CG15121–CG16894* after imago emergence since many of the protein-coding genes included in the region under study are expressed during adulthood, often in a sex-dependent fashion (Figure S1). Specifically, the region under study is populated with male-biased genes in expression, 11 of them preferentially expressed in testes [22] and four, all of them *Obp* genes, present in the seminal fluid (Figure 1; Table S2). We tested for differences in several parameters of male fertility: progeny size, sperm performance, and mating ability. The comparison of males from the strains INV1, INV2, and REC, which are all red-eyed so that differences due to differential pigmentation can be factored out, revealed that although there are differences in progeny size (Figure S11A), strains INV1 and INV2 are more different from each other than either of them is to strain REC. Double-mating experiments did not reveal any substantial difference in sperm performance (Figure S11B) and mating ability (Figure S12). Further, given the presence of nine odorant-binding and one odorant-receptor protein-coding genes in the ultraconserved region *CG15121–CG16894*, we analyzed the odorant abilities of the different strains. We examined the response to three volatile compounds (ethanol, acetone, and benzaldehyde) and found statistically significant differences in five out of 12 sex-by-strain combinations. Importantly, for females exposed to ethanol at a concentration of 10^−3^ and males exposed to acetone at a concentration of 10^−4.5^, strains INV1 and INV2 exhibited a coherent pattern of differentiation from strain REC (Figure 3; Table S14), involving in all cases an attenuated attraction to the chemical in question. This attenuated response does not result from an overall impairment of the odorant abilities of the flies as shown by the response to the repellent compound benzaldehyde. Analyses of different proxies for the general adult homeostasis (negative gravitaxis, heat-shock resistance, desiccation resistance, and starvation resistance) did not uncover any other difference between the strains with and without the disrupted ultraconserved region *CG15121–CG16894* (Figure S13).

**Figure 3:**
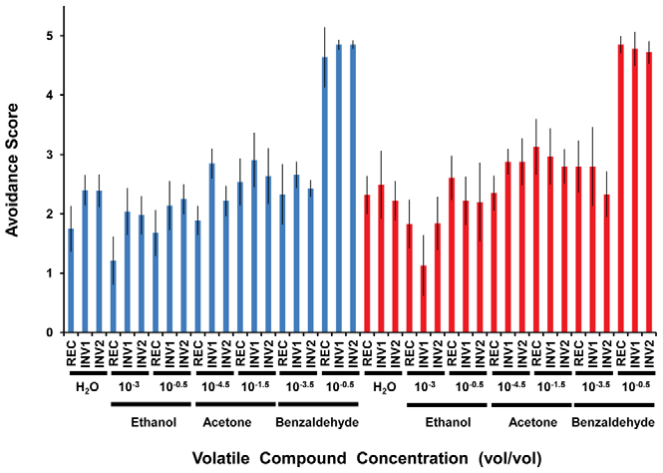
Olfactory response of strains with (INV1, INV2) and without (REC) the disrupted ultraconserved region *CG15121–CG16894* to three different volatile compounds. Blue, females; red, males. The “dipstick” method was used in all cases. An avoidance score equal to 2.5 indicates indifference while values <2.5 and >2.5 are interpreted as attractant and repellent responses, respectively. Ethanol, acetone, and benzaldehyde were assayed at two different concentrations (vol/vol) deferring by several orders of magnitude in order to test the response of the strains in very different conditions. Distilled water was used as a reference for the default response when no compound is added. For females, we found statistically significant differences (Kruskal-Wallis, d.f. = 2 in all cases) across strains in response to distilled water (*P*<0.0107), ethanol (concentration: 10^−3^, *P*<0.0056), ethanol (concentration: 10^−0.5^, *P*<0.0230), and acetone (concentration: 10^−4.5^, *P*<0.0002), while in males, the differences were confined to ethanol (concentration: 10^−3^, *P*<0.0183) and acetone (concentration: 10^−4.5^, *P*<0.0182). INV1 and INV2 showed significant differences in the same direction in relation to REC after accounting for multiple tests in the case of distilled water (females), ethanol (concentration: 10^−3^, females), and acetone (concentration: 10^−4.5^, males) (Table S14). Error bars indicate 95% CI.

Lastly, we tested whether the disruption of the ultraconserved region *CG15121–CG16894* resulted in a perturbation of gene expression. We performed a microarray-based characterization of the transcriptome of six lines (REC, INV1, INV2, SIM1, REV1, and REV2) during adulthood, the stage in which we found evidence of phenotypic differences associated with the disruption generated. 

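Each array measured RNA from 50 virgin flies of one sex and one strain, aged 5 to 7 days, and 3 arrays (replicates A, B and C) were made for each of the 6 strains in each sex, 36 arrays in all. REC, INV1 and INV2 flies have red eyes and SIM1, REV1 and REV2 flies have white eyes, and only INV1 and INV2 carry the inversion that disrupts the region. Labelled cDNA was hybridized in one colour, the authors summarized the probes of each transcript by their median, and the methods name the scale method of limma for the normalization between arrays. The deposited values are linear fluorescence intensities, one for each of 16637 transcripts on each array, listed by FlyBase transcript identifier without gene names. Within one sex the arrays share nearly one distribution of values. Ranked from dimmest to brightest, the male arrays differed by at most 1.14% at any rank and the female arrays by at most 0.973%, whereas the median intensity was 1979 in males and 1339 in females. For the values given at the results, the intensities were converted to log2 and scale-normalized over the 36 arrays, which placed the median of every array at 10.67. Strains were compared within each sex by limma, with the spread between arrays estimated from all 18 arrays of that sex, and a transcript was called at a Benjamini-Hochberg adjusted p under 0.01. The median SD between arrays of a strain was 0.20 on the log2 scale in males and 0.11 in females. In data simulated with the spread of each sex, in which 200 of 16637 transcripts were changed between REC and the INV strains by 1 on the log2 scale, the contrast recovered 72.5% of them in males and 99% in females, with 2 and 1 false calls. Of simulated changes of 0.5 it recovered 14.5% in males and 68% in females. The number of arrays limits the precision of every comparison.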

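The equality of the 6 strain means was tested for each transcript across the 18 arrays of one sex. In males, 13 of 16637 transcripts (0.0781%) were called, and in females 1685 (10.1%). At an unadjusted p under 0.05, without correction for the number of transcripts, the counts were 3258 in males (19.6%) and 6488 in females (39%). The methods' one-way comparison, which estimates the spread of each transcript from its own values alone, called 10 transcripts in males and 660 in females. With each array left out in turn, the male count lay between 8 and 19, and it was 8 without replicate B of INV2, replicate C of REC, or replicate A or B of REV1. The female count lay between 1004 and 2281. It was 1004 without replicate B of REC, 1005 without replicate A of REC and 1062 without replicate C of INV1. The setting that moved both counts most was a weight for each array estimated from the data, with 7842 calls in males and 4765 in females. Among 20 groupings of the male arrays with such weights, the real one and 19 with shuffled strain labels, 8 gave as many calls as the real one, and the shuffled labels gave a median of 4558.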

At FDR 0.01, we found a very limited number of differentially expressed transcripts both in males and females (0.07% -11/16,637- and 6.2% -1,033/16,637-, respectively; Dataset S1 and Table S16). 

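Equivalent strains were compared as INV2 minus INV1, REV2 minus REV1, and the mean of REV1 and REV2 minus SIM1. In males, 3 transcripts were called between INV1 and INV2. FBtr0089170 was higher in INV2 (log2 difference 1.25), and FBtr0079070 (-1.04) and FBtr0077565 (-0.92) were lower, and they stayed past the threshold under 19 of 25, 7 of 26 and 6 of 26 other settings. Between REV1 and REV2 males limma called 0 transcripts, with 1560 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0231. Between SIM1 and the REV strains, 2 transcripts were called in males, FBtr0076714 higher in the REV strains (1.14) and FBtr0081835 lower (-1.28), which stayed past it under 23 and 17 of 26 settings. In females, 27 transcripts were called between INV1 and INV2, of which 10 were higher in INV2 and 17 lower, with a median size of 0.77 on the log2 scale. REV1 and REV2 females differed in 1 transcript, FBtr0075971, higher in REV2 (log2 difference 1.26, standard error 0.116, limma adjusted p = 0.000119), past the threshold under 25 of 26 other settings. Between SIM1 and the REV strains, 481 transcripts were called in females, 154 higher in the REV strains and 327 lower. The excess of lower transcripts depended on the setting. After quantile normalization 82 were higher and 259 lower, at an adjusted p under 0.05 803 and 853, and with array weights 875 and 766. The 481 had a median size of 0.47, and 27 of them exceeded a 2-fold difference. The largest was that of FBtr0076720, with a log2 intensity of 10.44 ± 0.43 in SIM1, 13.53 ± 0.20 in REV1 and 13.08 ± 0.10 in REV2 (SD, n = 3 arrays each), a difference of 2.86 (standard error 0.158, limma adjusted p = 5.96e-08) that stayed past the threshold under 25 of 26 other settings, the exception being the methods' one-way comparison (adjusted p = 0.0724).

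The methods' one-way comparison of the pooled arrays called 0 transcripts in each of these contrasts. At an unadjusted p under 0.05 it gave 3537 transcripts in males and 2326 in females between INV1 and INV2, 2363 and 950 between REV1 and REV2, and 747 and 3132 between SIM1 and the REV strains. Single arrays weighed on the limma counts. The 481 calls between SIM1 and REV females became 30 without replicate A of SIM1, 104 without B and 952 without C. They became 208 without replicate B of REV1, 267 without its C, and 293, 837 and 315 without replicates A, B and C of REV2. Between INV1 and INV2 females the count lay between 11 and 17 without any one INV1 or INV2 array, and it was 43 without replicate A of REV1, 60 without replicate A of REV2 and 48 without replicate C of SIM1. Between REV1 and REV2 females it was 2 without replicate A or C of REC or replicate A of REV2, and 4 without replicate B of REV2 or C of SIM1. In males the 3 calls between INV1 and INV2 became 0 without replicate A or C of INV1 or any INV2 array, 5 without replicate C of SIM1 and 1 without any other array except replicate A of SIM1. The 2 male calls between SIM1 and REV became 0 without replicate A or B of SIM1, and 1 without its C, without replicate A or C of INV2 or without replicate A or B of REV1. Between REV1 and REV2 males, 2 transcripts were called without replicate C of SIM1.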

Further analyses confirmed the similarity of the expression profiles between equivalent strains generated by our procedure (first three planned contrasts in Table S17; Datasets S1 and S2). Likewise, these analyses indicated that the most statistically significant differences in mRNA abundance found are associated with differences in pigmentation (last three planned contrasts in Table S17; Dataset S2), in good agreement with the clustering of expression profiles among strains (Figure 4). 

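The mean of INV1 and INV2, and separately REC, were compared with the mean of the white-eyed strains SIM1, REV1 and REV2. In males, 9 transcripts were called between INV and white-eyed strains (4 higher in INV, 5 lower) and 7 between REC and white-eyed strains (2 higher in REC, 5 lower). In females, the counts were 732 (465 higher in INV, 267 lower) and 614 (444 higher in REC, 170 lower). The female differences were mostly small, with a median size among the called transcripts of 0.36 on the log2 scale for INV and 0.46 for REC, and 7 and 46 of them exceeded a 2-fold difference. The smallest adjusted p from limma was 5.05e-14 for INV and 3.95e-14 for REC in males, and 1.5e-15 and 4.47e-15 in females. The methods' one-way comparison called 6 and 3 transcripts in males and 120 and 16 in females. In females, the INV count became 409 without replicate A of INV1, 387 without its C, 433 without replicate A of INV2, 472 without replicate B of REV1 and 1115 without replicate C of REV2. The REC count became 130, 133 and 350 in females without replicates A, B and C of REC, and in males it was 4 without replicate C of REC, A or C of REV1, B of REV2 or B of SIM1.

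FBtr0086479 had a log2 intensity in males of 8.16 ± 0.03 in REC, 8.83 ± 0.12 in INV1 and 9.18 ± 0.15 in INV2, against 12.08 ± 0.07 in SIM1, 11.95 ± 0.04 in REV1 and 11.86 ± 0.08 in REV2 (SD, n = 3 arrays each). Its difference between INV and white-eyed strains was -2.96 in males (standard error 0.0609) and -2.68 in females (standard error 0.0494, limma adjusted p = 1.5e-15), and that of REC was -3.81 and -3.17. FBtr0086478 was likewise lower, by -2.92 in males and -3.001 in females for INV, and by -3.86 and -3.41 for REC. FBtr0070490 was higher in red-eyed strains, with differences of 1.63 in males and 2.38 in females for INV and of 1.67 and 1.95 for REC. Its difference in REC males (limma adjusted p = 0.00943) was past the threshold under 8 of 26 other settings. FBtr0086477 was higher in INV by 1.23 in males and 1.10 in females, and in REC by 0.57 in males (limma adjusted p = 0.285) and by 1.17 in females (limma adjusted p = 3.09e-06), and the settings were not run for REC in this transcript. The other differences named here between INV or REC and white-eyed strains, apart from those of FBtr0086477 in REC, stayed past the threshold under all 26 settings run for each.

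**Figure D1:**
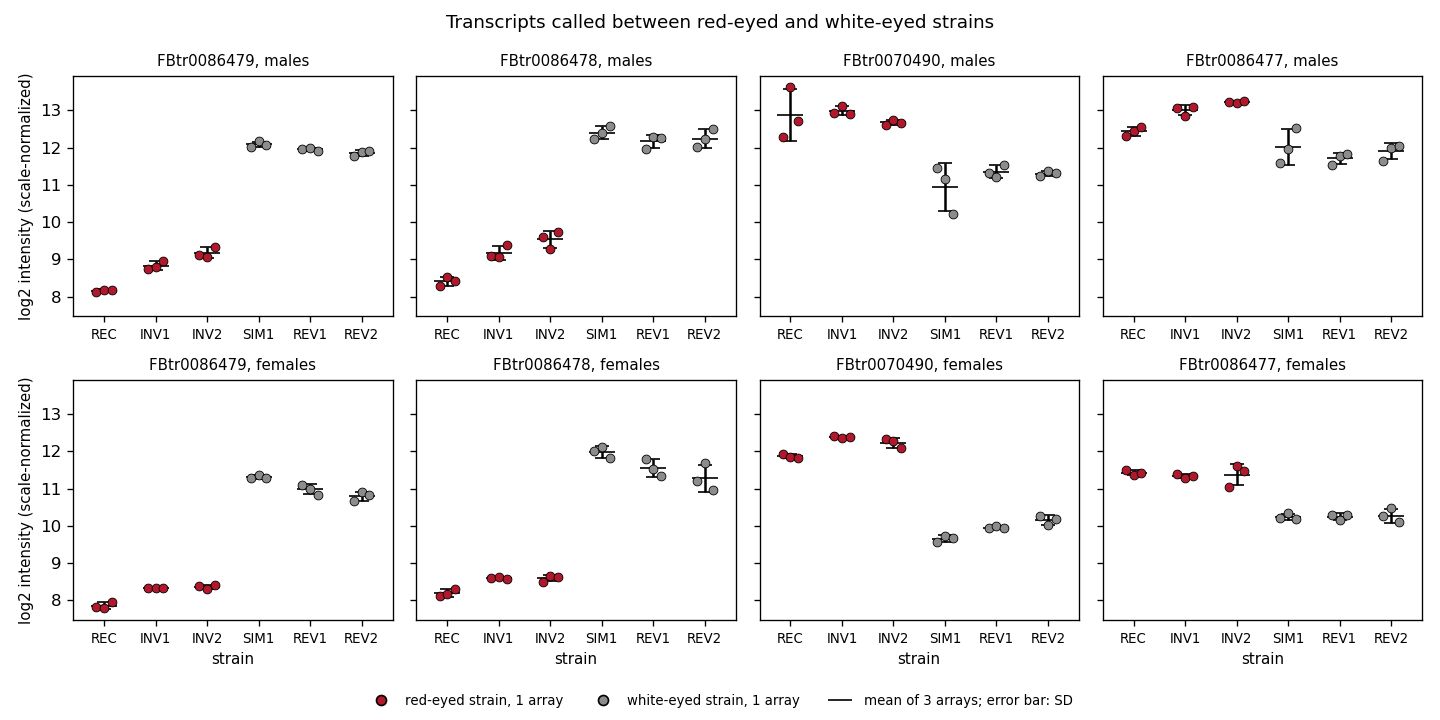
Log2 intensity after scale normalization of 4 transcripts in the 6 strains, in males (upper panels) and females (lower panels). Points are single arrays, and the bar with its error bar gives the mean and SD of 3 arrays. FBtr0086479 and FBtr0086478 lie lower and FBtr0070490 higher on every red-eyed array than on every white-eyed array of the same sex, while FBtr0086477 overlaps between REC and SIM1 in males.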

The inspection of the chromosomal distribution of the differences in gene expression showed that a few of them were related to genes in the ultraconserved region. However, these alterations in mRNA levels are in fact the result of pigmentation differences, given that these alterations were found invariably between red-eyed and white-eyed strains, regardless of whether the former carry the disrupted (INV1 and INV2) or the intact form (REC) of the ultraconserved region (Figures S14 and S15). 

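The genes of the ultraconserved region could not be singled out, because the deposited values carry transcript identifiers only and 44 of the 16637 identifiers (0.264%) were found in the gene table used, so their levels are not analysed here. Over all transcripts, the differences of INV from white-eyed strains were set against those of REC. Both contrasts use the same white-eyed arrays, so that they share directions and transcripts without any strain difference, and 20 sets without strain differences were simulated with the arrays shared in the same way. In females, 662 of the 732 transcripts called for INV (90.4%) had the same direction in REC, against 76.7% on average and at most 80.3% of as many transcripts with the lowest p in the simulated sets. Called in both contrasts were 127, of which 123 had the same direction, and simulated lists of the same lengths shared 88.8 on average and at most 105. The white-eyed strains also differed among themselves, with 481 calls between SIM1 and REV females, and such differences enter both contrasts. The simulated sets leave them out, so the excess in females does not by itself show a common effect of eye colour. In males, all 9 transcripts called for INV had the same direction in REC, against 83.3% on average and at most 100% in the simulated sets, and 5 were called in both contrasts, all 5 in the same direction, where simulated lists shared at most 1. Across transcripts, which are not independent replicates, the 2 sets of differences had a correlation of 0.419 in females and 0.608 in males. In the simulated sets, which shared the white-eyed arrays only, it was 0.319 and 0.317. The male arrays REC B, INV1 A, INV1 B and SIM1 C deviated alike, with correlations of deviations of 0.758 to 0.916 between 2 of them. Both REC and INV arrays are among them, so the higher male correlation can arise without a strain difference. No conclusion is drawn from it.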

Searches for biologically coherent patterns among differentially expressed genes indicated that, for example for females, statistically significant enrichment was found for functional classes related to perception of visual stimuli (Table S18). 

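Sex bias was measured in each strain as the difference between its 3 male and 3 female arrays. The number of transcripts called was 11491 in REC (69.1%), 10806 in INV1 (65%), 12833 in INV2 (77.1%), 10678 in SIM1 (64.2%), 13106 in REV1 (78.8%) and 12645 in REV2 (76%). REC, INV1 and SIM1, which hold the male arrays that deviated alike, had the largest median residual SD (0.147, 0.183 and 0.191). It was 0.116 in INV2, 0.108 in REV1 and 0.135 in REV2. Without male replicate B of REC, C of SIM1 or C of INV1, the counts of these strains were 12942, 12495 and 12184. Replicate C of INV1 is not among the arrays that deviated alike. The counts therefore do not rank the strains by their sex bias. The direction depended on the scaling between the sexes. After scale normalization over all 36 arrays, between 41.1% (REC) and 43.6% (REV1) of the called transcripts were higher in males. In the values as deposited, without further normalization, this share lay between 60.3% and 63.3%, and after quantile normalization over all arrays between 40.6% and 42.7%. The median over transcripts of the male minus female difference was -0.09 on the log2 scale after scale normalization, 0.39 in the values as deposited and -0.19 after quantile normalization, so that directions are relative to that shift. The difference had one sign in all 6 strains for 14119 transcripts (84.9%), and this share was 89.8% in the values as deposited and 80.7% after quantile normalization. Of the 14349 transcripts called in at least 1 strain, 13458 (93.8%) had one sign in all 6 strains. All 6 strains called 9455 transcripts, each with a single sign. In opposite directions in different strains, 16 transcripts were called, against 23 in the values as deposited and 38 after quantile normalization.

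A change of the sex bias itself was tested as an interaction in one limma fit of all 36 arrays. The sex bias of the INV strains differed from that of REC in 6 transcripts and from that of the white-eyed strains in 4, with 2514 and 1450 at an unadjusted p under 0.05. After quantile normalization the counts were 1 and 8, at an adjusted p under 0.05 35 and 18, and with array weights 2006 and 1432. The REC count became 1 without female replicate A or B or male replicate C of REC, 2 without male replicate A or B of REC, 3 without female replicate A of INV2 and 11 without male replicate C of INV1. The count for white-eyed strains became 2 without female replicate A or B of INV1, female replicate A of INV2 or male replicate A or B of INV2. It became 7 without female replicate C of REV2 or male replicate B of INV1, 11 without male replicate C of SIM1 and 14 without male replicate B of REC.

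**Figure D2:**
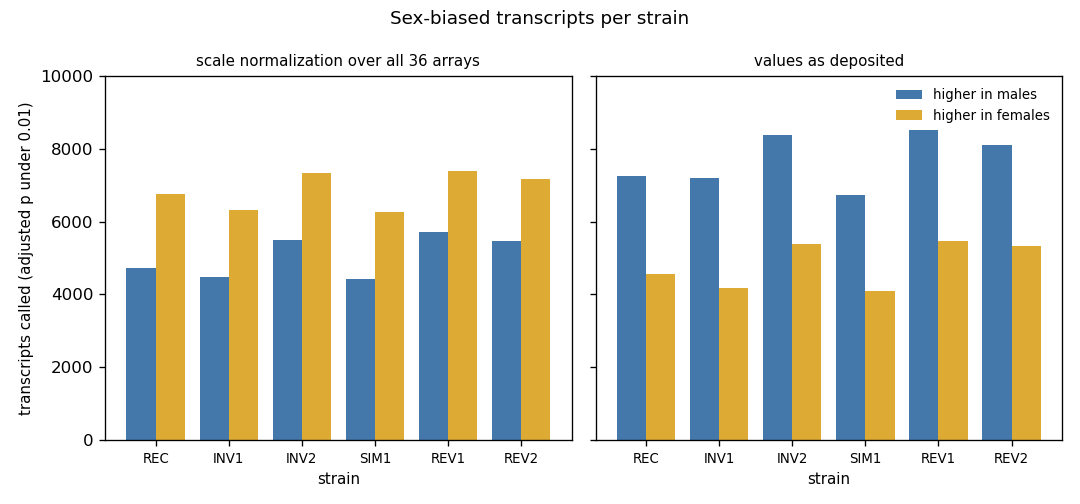
Number of transcripts called between males and females (vertical axis, limma adjusted p under 0.01) in each of the 6 strains, with bars for transcripts higher in males and higher in females. The left panel uses scale normalization over all 36 arrays and the right panel the values as deposited. On the left, strains with a larger residual SD between arrays had fewer calls. The larger group is that higher in females on the left (6772 of 11491 in REC) and that higher in males on the right (7255 of 11824 in REC), in every strain.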

Further, patterns of sex bias in gene expression were not affected either (Figure S16; Dataset S3). Hence, no discernible effect on the levels of mRNA of genes both inside and outside of the ultraconserved region *CG15121–CG16894* was detected as a result of its disruption.

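REC and the INV strains have red eyes, and their comparison sets the intact against the disrupted region within one eye colour. By the paper, REC carries both inserted elements intact, from before any heat-shock pulse. The INV strains went through the heat shocks and carry a rebuilt eye-colour reporter at a breakpoint. The strains thus also differ in their inserts and history, which this comparison cannot separate from the disruption. The amount of pigment is not among the data. In males, 2 transcripts were called between REC and the mean of INV1 and INV2, with 799 at an unadjusted p under 0.05. FBtr0086479 was higher in the INV strains (log2 difference 0.85, standard error 0.0817, limma adjusted p = 0.000423), and FBtr0273346 was lower (-0.67, standard error 0.0813, limma adjusted p = 0.0045). The first stayed past the threshold under 25 of 26 other settings, the exception being the methods' one-way comparison, and the second under 12 of 26. The second had a mean log2 intensity of 12.00 in REC males, 11.31 in INV1 and 11.35 in INV2. White-eyed males, whose region is intact, had 11.36 in SIM1, 11.35 in REV1 and 11.51 in REV2. REC males exceeded them by 0.59 (limma adjusted p = 0.00419), so that the disruption alone does not set REC apart in this transcript. FBtr0086479 also had the largest difference named between INV and white-eyed strains in males, and it was higher in INV than in REC females too (0.49, standard error 0.0663, limma adjusted p = 0.000829). In females, 293 transcripts were called, 81 higher in the INV strains and 212 lower. How far lower transcripts prevailed depended on the setting. After quantile normalization 42 were higher and 186 lower, at an adjusted p under 0.05 650 and 748, and with array weights 807 and 839. The 293 had a median size of 0.50 on the log2 scale, and 23 exceeded a 2-fold difference. The methods' one-way comparison of the pooled arrays called 0 transcripts in males, with 490 at an unadjusted p under 0.05, and 2 in females. Taken strain by strain, 262 of the 293 were called between REC and INV2 and 27 between REC and INV1. Called in both comparisons were 19 transcripts, all in the same direction. Both comparisons use the same REC arrays, and in 20 simulated sets without strain differences, lists of as many transcripts with the lowest p shared 13.4 on average and at most 18. A difference of REC alone gives shared calls as well. The female count became 52, 27 and 103 without replicates A, B and C of REC, 175, 191 and 169 without replicates A, B and C of INV1, and 470 without replicate B of REV2. The male count became 1 without any one of 12 of the 18 male arrays.

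The transcript with the largest difference was FBtr0082287 in females, with a log2 intensity of 12.02 ± 0.03 in REC, 9.12 ± 0.09 in INV1 and 8.96 ± 0.07 in INV2 (SD, n = 3 arrays each), a difference of -2.98 (standard error 0.0688, limma adjusted p = 5.85e-14). White-eyed females had 8.63 ± 0.14 in SIM1, 9.09 ± 0.11 in REV1 and 9.04 ± 0.09 in REV2 (SD, n = 3), so that REC differed from the white-eyed females as well, by 3.10. Males of the 6 strains lay between 7.83 and 8.04. With each array left out in turn, the difference between REC and INV females stayed between -2.999 and -2.955. The paper made the planned contrast of REC with the INV strains too, by one-way comparison, with fewer calls in each sex than limma here. It reported no consistent difference between INV and intact strains for the region's genes, and no significant one immediately beside the outer breakpoint. It relates the differences between red-eyed and white-eyed strains, with the region disrupted or intact, to pigmentation, and found sex bias not affected. The paper concludes that no discernible effect of the disruption on mRNA levels was detected inside or outside the region.

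**Figure D3:**
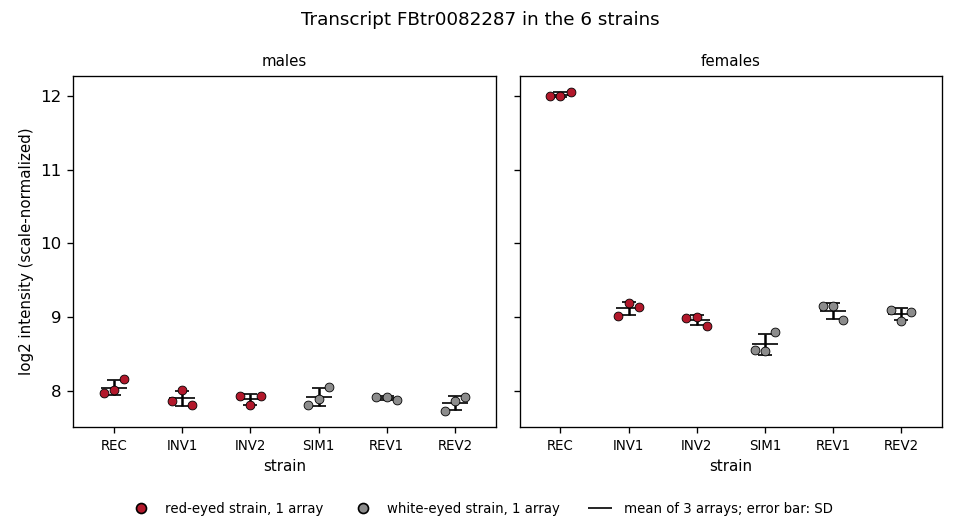
Log2 intensity after scale normalization of FBtr0082287 in the 6 strains, in males (left) and females (right). Points are single arrays, and the bar with its error bar gives the mean and SD of 3 arrays. The 3 REC female arrays lie between 12.00 and 12.05, and the 15 other female arrays between 8.54 and 9.20.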

**Figure 4:**
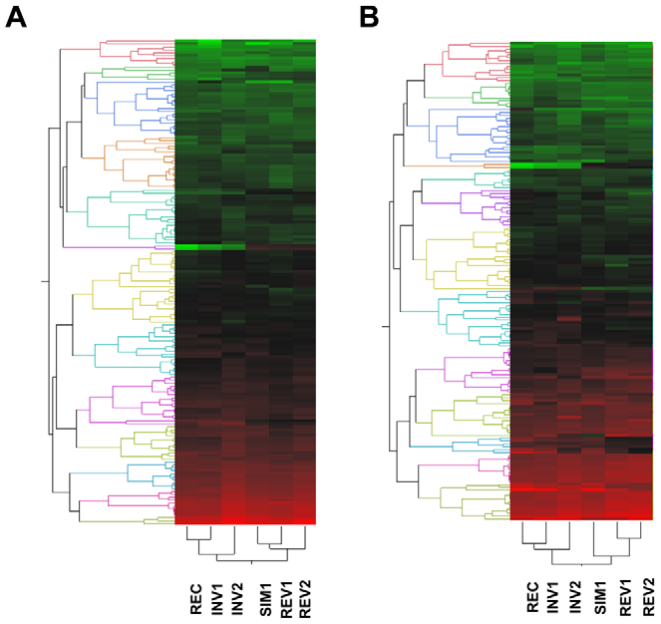
Two-way hierarchical clustering of the average levels of expression estimated for the 1% transcripts exhibiting the lowest *P* values across the six strains under study according to one-way ANOVA. (A) Males; (B) females. For both sexes, the patterns of expression among red-eyed strains, *i.e.* those with (INV1, INV2) or without (REC) the disrupted ultraconserved region *CG15121–CG16894*, are more similar to each other than either of them is to any of the white-eyed strains (SIM1, REV1, REV2), all of them carrying the ultraconserved region in intact condition. Thirty-six one-color hybridizations were performed involving three biological replicates for each sex-by-strain combination. Red, high expression; green, low expression.

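The distances behind a clustering of strains were computed on the 166 transcripts (1%) with the lowest p of the test across strains, as Euclidean distances between strain means on the log2 scale. In males, the mean distance was 5.59 between strains of one eye colour and 8.00 between strains of different eye colour, a ratio of 1.43 ± 0.165 (SD over the 3 replicates). In females, the distances were 7.35 and 9.72 and the ratio 1.32 ± 0.0846. Of the 10 ways to divide 6 strains into 3 and 3, the division by eye colour gave the highest ratio in each sex (one-sided exact p = 0.1, the smallest that 10 divisions allow). Single distances did not all follow eye colour. In males, INV2 lay at 6.98 from REC and 7.57 from INV1, and at 6.80 from REV2. In females, INV2 lay at 10.1 from REC and 6.64 from INV1, and at 8.24 from REV2 and 8.71 from REV1. Ward's tree on these distances first separated REC and INV1 from the other strains in males, and REV1 and REV2 from the other strains in females. With the p of the methods' one-way comparison in place of limma's for choosing the transcripts, or without the dimmest 25% of transcripts, the tree first separated red-eyed from white-eyed strains in both sexes. With all transcripts the ratio was 0.931 in males and 1.10 in females, and the division by eye colour ranked 6 and 2 among the 10. The male tree then first separated REC, INV1 and SIM1 from the other strains. They hold the male arrays REC B, INV1 A, INV1 B and SIM1 C, which deviated alike. That deviation stays open as a source of the male trees beside a difference between strains, and it was not tested. With 5% of transcripts it ranked 3 in males and 2 in females. It ranked 3 and 2 as well with each transcript scaled before the clustering, a setting added after seeing the data.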

## Discussion

The interplay among organization, function, and evolution of eukaryotic chromosomes is still poorly understood. Collinearity conservation is an important genomic feature that can conflate all three aspects, especially in genomes characterized by their ease in accommodating structural variation. Up to date, no empirical evaluation has been performed on the effects of disrupting the integrity of one of the largest genomic regions whose overall gene organization has been preserved over a large time scale. Importantly, this conservation entails species with very different behaviors and ecologies and therefore subject to very different selective pressures [46], [47]. Our results show an absence of detrimental effects on the carriers of the disrupted ultraconserved region for a variety of traits associated with viability and fertility. Although the absence of detrimental phenotypic effects could result from a limited ability to detect differences as statistically significant, the comparison of actual and estimated ideal samples sizes shows that this potential limitation could be the explanation in only a few cases (Table S19). Therefore, at least in Diptera genomes, our results show that an unusually high degree of collinearity conservation coupled with enrichment for functional coherent patterns is not necessarily associated with severe detrimental effects upon perturbation [20], [48].

The ultraconserved region *CG15121–CG16894* harbors at least three sets of protein-coding genes that may be associated with regulatory-based constraints. The genes fall into the following broad categories: detection of chemical stimuli; sperm manufacturing and performance; and developmental processes. The only phenotype detected in association with our disruption was the more attenuated odorant response to attractant volatile compounds. Although variation in olfactory response occurs both within and between species [49], [50], it has been shown that the altered function of *Obp* genes, including some in the region studied, can affect fitness components in *D. melanogaster* [51]. Transcriptome characterization of adult flies did not uncover any obvious consequences in the activity of the *Obp* genes due to our disruption as measured by mRNA abundance, and magnitude and direction of sex bias. This lack of evidence for misregulation cannot rule out though that some other expression attributes, such as the spatial distribution of transcripts, had not been altered since they would have gone unnoticed by our approach. The evolutionary relevance of the maintenance of the clustering of *Obp* genes throughout the genus *Drosophila* is reinforced by the presence of an orthologous arrangement in different mosquito species to an extent not explained by chance [37]. In fact, the maintenance of the arrangement that includes a core cluster of *Obp* genes and the gene *Toll-7* for ∼970 myr was unexpected due to the extent of rearrangement undergone by the genomes of the Diptera involved [22], [33], [34] (Figure S2B). Regardless, the conservation of the cluster of *Obp* genes and *Toll-7* would not explain the collinearity conservation observed elsewhere in the ultraconserved region under study.

In relation to the two other biological signatures suggestive of constraints, we detected no evidence that our perturbation resulted in a detectable phenotype. The genes included in the two intertwined gene expression neighborhoods of the ultraconserved region *CG15121–CG16894* do not show evidence of altered mRNA levels or malfunction that could result in impaired male fertility. Whether the constituent genes are under a tight coordinated regulation [52] that could affect the long-term stability of the region does not seem to be upheld by our results. This conclusion would be reinforced by the genus-wide lability shown by clusters of male-biased genes in expression [22]. The absence of misregulation, as measured by mRNA abundance, is consistent with the results obtained when *D. melanogaster* male-specific gene neighborhoods spanning over hundred of kb were disrupted [28].

Further, protein-coding genes presumably responsive to long-range regulation mediated by HCNEs during development are found scattered across the ultraconserved region *CG15121–CG16894* at both sides of the disruption. The lack of a detrimental phenotype could reflect that the region is a composite of several autonomous genomic regulatory domains, each of them under the control of a particular HCNE peak. Under this scenario, our disruption would have separated different genomic regulatory domains without affecting any long-range interaction between HCNEs and their targets. Nevertheless, marked autonomy among HCNE peaks should result in certain regionalization of the expression profiles, *i.e.* physically closer HCNE targets should exhibit more similar expression profiles. In fact, we find putative targets of HCNEs located at both sides of the disruption, such as *CG9854* and *CG8896*, showing very similar expression profiles (Figure 1 and Figure S1). If this similarity denotes the existence of long-range interactions, the latter are not associated with detrimental effects that explain the collinearity conservation. Alternatively, some degree of regulatory redundancy could exist at both sides of the disruption, which would explain the lack of phenotypic effect but not the collinearity conservation.

A different view of collinearity conservation entails factors other than functional constraints. DNA stretches with sufficient sequence identity can mediate NAHR events that give rise to chromosomal rearrangements [53]. Large collinear regions could be depleted of this type of sequences thus explaining why this ultraconserved region has maintained its integrity. A search for well-annotated sequences with the potential to mediate NAHR events [54] in the studied region across *Drosophila* species revealed that these sequences are present (Table S20). These sequences include ncRNA genes such as tRNAs [55], [56], rRNAs genes [57], [58], and snoRNAs [59]. Equivalent comparative analysis focusing on TEs, once properly annotated, will enable to test whether the region under study is particularly depleted for these sequences, which would decrease its propensity of being rearranged. Further, recent findings indicate that orthologous landmarks harboring genes that bind to the nuclear periphery are significantly larger than those that do not harbor any suggesting that particular intranuclear localizations might provide molecular environments associated with higher levels of genome stability [60]. The ultraconserved region *CG15121–CG16894* is known to establish some contact with the nuclear periphery [61]. Specifically, it contains at least five protein-coding genes (*CG16716*, *CG13872*, *CG10822*, *CG8654*, *CG16898*) that exhibit statistically significant association with the B-type Lamin protein, a key component of the inner nuclear membrane [60], [62]. This pattern leaves open the possibility that some regulatory-based constraints had evolved under the enhanced evolutionary stability enjoyed by genomic regions associated with the nuclear periphery, and therefore functional constraints would not be the only mechanism contributing to their collinearity conservation.

Regardless how extensive the characterization of individuals carrying engineered genomic regions could be, our ability to detect phenotypic effects will always be contingent to the experimental setting used and the timescale in which the assays are performed. Nevertheless, our results raise the possibility that, at least in Diptera genomes, the mechanistic basis of collinearity conservation might be much more subtle and diverse than previously thought and that regulatory-based interactions might not suffice to account for the patterns of extensive conservation seen in some genomic regions [22]. Only further empirical tests for this and other ultraconserved regions can shed light on the scope of our observations.

## Materials and Methods

### Fly husbandry

Table S4 describes the strains used. Fly cultures were grown and maintained on dextrose-cornmeal-yeast medium at room temperature. Unless otherwise stated, all phenotypic assays were performed at 25°C in a temperature-controlled chamber and fly manipulation, sorting, and scoring were carried out under CO_2_ anesthesia. Strains generated are available upon request.

### Inversion generation

Strains carrying the original FRT-bearing TE insertions (5-HA-1996 and CB-0236-3) were selected from the DrosDel collection and examined at different levels prior to their use in the generation of the chromosomal inversion *In(2R)51F11-56E2*. Sanger sequencing confirmed the insertion point of the FRT-bearing TEs used. Low-density crosses using homozygous flies were also performed to test for potential detrimental effects associated with the TE insertions. Briefly, six sexually mature individuals (three four-day-old females and three two-day-old males) were used per cross and strain; each cross was replicated five times. Males were discarded after 24 hours while females were transferred twice every three days until discarded on the ninth day.

To generate the inversion *In(2R)51F11-56E2*, we followed essentially [42] with slight modifications (John Roote, pers. comm.; Figure S3A–S3B). Three types of strains are generated under this procedure (REC, INV, and SIM); a fourth type of strain (REV; Figure S3C) was generated by reverting the inversion *In(2R)51F11-56E2* [40]. The strains generated were scrutinized for evidence of side effect associated with our procedure (see below). Individuals from strains deemed as valid were crossed with those from the strain *w^1118^*, which possesses the standard arrangement for all chromosomes, and the third-instar salivary gland polytene chromosomes of the progeny examined. Chromosome squashes were stained with orcein and inspected with a Zeiss AX10 Imager M1 microscope. Cytological analysis was performed using the photographic polytene maps of *D. melanogaster* as a reference [63]. Diagnostic DNA stretches at the breakpoint regions were PCR amplified and their identity verified by Sanger sequencing; sequences were deposited at GenBank (http://www.ncbi.nlm.nih.gov/genbank/; JN805541–JN805602). Amplicons C, D, E, and F confirmed the presence of FRT-bearing TEs and their derivatives at the breakpoint regions. Amplicon G, or G′ after excision of one of the exons of the reporter gene, and H correlate with the absence and presence of the inversion, respectively (Tables S5 and S6 for further details on primers used and amplicons). Genomic DNA used in PCR genotyping was extracted from 50 individuals of each strain as described [39] and quantified using a NanoDrop 8000 Spectrophotometer. Takara Taq and Takara Ex Taq, depending on the size of the DNA fragment to be amplified, were used according to manufacturer conditions. PCR products were resolved on 1% agarose gels and visualized in an AlphaImager HP system. Amplicon sequences were examined for point mutations and indels that could have been generated incidentally during the course of our procedure.

### Viability tests

Low-density crosses using homozygous flies were set up for each strain, as described above for the evaluation of the TE insertions, to confirm absence of differences among control strains and to test for differences among the latter and the strains carrying the disrupted ultraconserved region. Additional crosses, five per strain, evaluated the effects of the disruption in heterozygous condition with different chromosomes carrying the standard arrangement (SIM1, REV1, REV2); 10 sexually mature individuals of each sex were used per cross. Further, adapted frequency-dependent experiments [64] evaluated differences in viability of mixtures of embryos for two different genotypes. Two types of mixtures were prepared. In both, *w^+^* individuals (INV1, INV2, or REC; the tested chromosome) compete with *w^−^* individuals carrying the ultraconserved region in its intact form. The only difference between the mixtures was the condition of the tested chromosome (heterozygosis, *e.g.* INV1/SIM1 versus SIM1/SIM1; homozygosis, *e.g.* INV1/INV1 versus SIM1/SIM1). For both types of mixtures, three sets of experiments were done varying the standard arrangement of the competing embryo (SIM1, REV1, REV2; the tester embryo), which was always in homozygosis. Embryos were collected from grape juice-sucrose-agar plates supplemented with yeast paste using FlyStuff Small Embryo Collection Cages. Using dissecting needles, 100 embryos were deposited on small grape juice-sucrose-agar cube according to one of three starting proportions for the two competing embryos (1∶3, 1∶1, 3∶1). The cube was subsequently introduced into a vial of fresh medium; each assay was replicated 10 times. Separate previous pilot experiments for the strains REC, SIM1, and INV1, using 100 embryos, indicated that the rate of survival was approximately 40% and therefore enough to detect differences between the strains to be compared; each assay was replicated 10 times. In total, 42 different competition settings were set up (7 tester by tested combinations×2 genotype conditions for the tested chromosome×3 starting proportions). Given the number of embryos used across competition experiments (42,000), only those involving the same tester *w^−^* embryo (*e.g.* SIM1/SIM1) were performed simultaneously, which determined how the contrasts were done (three for each genotype condition of the tested chromosome and particular starting proportion, *i.e.* 18 in total). No bias in sex ratio was assumed in all cases. Progenies from each cross were scored after 15 days to ensure the emergence of all surviving imagoes and the relative viability between the two competing genotypes estimated as (n_1_^′^×n_2_)/(n_1_×n_2_^′^), where n_1_ and n_2_, and n_1_^′^ and n_2_^′^, are the number of embryos and imagoes, respectively, of the two competing genotypes. Values of relative viability were log2-transformed.

### Male fertility tests

The effects of the induced disruption on male fertility were assayed by examining progeny size, sperm performance, and mating ability. For the first test, we exposed single four-day-old virgin females carrying the ultraconserved region *CG15121–CG16894* in its intact form (SIM1, REV1, REV2) to single two-day-old males with (INV1, INV2) or without (REC) the disrupted ultraconserved region. Males were discarded after 24 hours while females were transferred daily to vials with fresh food over a 10-day period. The number of replicates ranged from seven to nine. To evaluate sperm performance in the carriers of the disrupted ultraconserved region, we followed a similar experimental design to that for monitoring progeny size with the exception that the females mated in the first day were exposed to single males of their own strain in subsequent days. The progeny sired by the first and second males was scored based on eye color. For those days during which progeny from both parents were detected, *i.e.* those oviposited roughly the same day, we estimated the fraction of red-eyed individuals (necessarily sired by INV1, INV2, or REC males) in relation to the total. To account for the effect of the order of the males used, we performed identical experiments but this time the first male possessed the same genotype as the female while the second male was from the strains INV1, INV2, or REC. The number of replicates for each combination of genotypes ranged from four to nine. As for the comparison of mating abilities, we exposed single two-day-old males to 10 four-day-old virgin females for different time periods (1 hr, 3 hr, 6 hr). Afterwards, the females were transferred individually into vials with fresh food. After 15 days, 10 vials were examined for the presence of progeny, which indicates that at least one successful fertilization event occurred, and the number of females successfully fertilized recorded. Ten replicates were done per strain and time period combination.

### Response to volatile compounds

The “dipstick” method was used [65]. Briefly, virgin individuals from INV and REC strains were separated by sex and transferred by aspiration in groups of five to marked empty plastic vials (O.D.×H: 25×95 mm) 24 hr after emergence. The vials were marked at 3 and 6 cm from the bottom. Fisherbrand Q-tips dipped into the odorant dilutions to be tested were introduced into the vials up to the 6 cm mark, and secured with a cotton plug to avoid contact with the walls of the vial. After a 15-second recovery period, the number of flies in the bottom compartment was recorded 10 times every five seconds and the avoidance scored estimated as the average over those 10 measurements. A score of 2.5 indicates indifference to the odorant tested while values >2.5 and <2.5 indicate repulsion and attraction, respectively. All tests were performed between 2 and 6 pm after starving the flies for no less than four hours, and the vials were always placed sideways to prevent interfering with the geotactic response. For each strain, 10 groups of five individuals for each of the sexes were analyzed. We tested three odorants, two of them usually considered to elicit an attracting response (ethanol, Gold Shield; acetone, Fisher Chemical) while the other is considered to be a repellant (benzaldehyde; Sigma Aldrich B1334 Benzaldehyde-ReagentPlus). Since odorant response can be concentration dependent, we tested two concentrations deferring by several orders of magnitude. These concentrations (vol/vol) were: ethanol, 10^−3^ and 10^−0.5^; acetone, 10^−4.5^ and 10^−1.5^; and benzaldehyde, 10^−3^ and 10^−0.5^. Only fresh and thoroughly mixed dilutions were used to prevent oxidation, which is particularly relevant in the case of benzaldehyde. As a control, we used distilled water, which is known to attract starved flies [65].

### General homeostasis tests

Four proxies, including gravity response and survival to three stressors (heat-shock, desiccation, and starvation), were assayed. In all cases, males and females were separated after emergence and left for 24 hours in vials with fresh food. Subsequently, all individuals were transferred to new vials by aspiration for performing the pertinent tests. Negative gravitaxis was measured essentially as reported [66]. Twenty flies per sex and strain were transferred individually into a 250 ml glass volumetric cylinder. Flies were knocked down by tapping the cylinder ten times on a pad, and the height reached by each fly in 20 s recorded using the volumetric scale, which was divided by the maximum height. In our experience, flies performed more consistently after some training, reason why only measurements from a third trial were recorded. For the heat-shock resistance test [67], five groups of 20 flies per sex and strain were transferred in pairs into 3 ml Pyrex vials and then incubated in water baths at 35°C for 30 m (as a pre-conditioning step) and then at 39°C for another 30 m. The mobility of the flies was restricted to the submerged portion of the vial with cotton plugs. After the heat-shock treatment, flies were collected in vials with food that had been incubated at 25°C overnight. Next morning, the fraction of flies alive within each group was recorded. For the desiccation resistance test [68], groups of five flies, from a total of 20 per sex and strain, were transferred into empty vials. The mobility of the flies was restricted to the lower third of the vial using foam plugs, over which 3 g of Drierite desiccant were added. Next, the vials were sealed with Parafilm to maintain low humidity. Flies were checked every hour and the elapsed time-to-death recorded. As for the starvation resistance test, 20 flies per sex and strain were transferred into glass vials containing 2 ml of 1% agar dissolved in water to ensure normal humidity conditions. Flies were examined every 12 hr and the elapsed time-to death recorded.

### Statistical analysis of non-molecular phenotypes

For each phenotype, normality of the data was visually inspected using normal quantile plots and precisely determined with the Shapiro-Wilk test. Homogeneity of variances was estimated using the Levene's test. Parametric tests were used if the departure from the assumptions of normality and homoscedasticity was absent or negligible. The Welch ANOVA was used if only heterodasticity was detected. Different transformations (log2 or arcsine square root, depending on the test) of the measurements were calculated for some phenotypes to improve fit to normality although this had a very little effect. Alternatively, non-parametric tests (*e.g.* Kruskal-Wallis) were used. When multiple post-hoc contrasts were necessary, appropriate tests that account for multiple comparisons were used (*e.g.* Steel-Dwass). In the case of the departure from expected Mendelian ratios in frequency-dependent competition experiments, the *G*-test for goodness of fit, upon applying the William's correction, was used. Statistical contrasts were performed with JMP 4.1 (SAS Institute); the evaluation of the sensitivity to detect statistically significant differences was done with GPower 3.1.3 when needed [69].

### Expression data and analysis

Three low-density crosses were set up for the strains REC, INV1, INV2, SIM1, REV1, and REV2. The resulting virgin progeny was collected, separated by sex, and allowed to age for 5–7 days. Fifty individuals for each sex were snap frozen in liquid nitrogen at the same time of the day within a 2 hours window and subsequently stored at −80°C. Total RNA from biological samples was extracted using TRIzol Reagent (Invitrogen) and purified using the RNeasy Mini Kit (Qiagen). Concentration, quality and integrity of the RNA samples were estimated using a NanoDrop 8000 Spectrophotometer and the RNA 6000 Nano Chip Kit (Agilent Technologies) with an Agilent 2100 Bioanalyzer. Ten µg of total RNA were reverse transcribed into cDNA using the SuperScript Double-Stranded cDNA Labeling Kit (Invitrogen). Probe labeling, hybridization, array scanning, and data extraction were performed by Roche NimbleGen Service Group in Iceland. We used the oligonucleotide NimbleGen 12×135k *D. melanogaster* arrays, which contain 135,000 probes including different types of controls and 16,637 transcripts of protein-coding genes as annotated in release 5.7. The experiment consisted of 36 one-color hybridizations (6 samples×2 sexes×3 biological replicates). Raw fluorescence intensity values of probe pairs were summarized for each transcript using the median value after log transformation. Subsequent data analysis was performed using the tools implemented in the online pipeline WebArrayDB [70]. Data were normalized between arrays using the scale method [71] implemented in the LIMMA package [72]. Data for males and females were analyzed separately. Statistically significant differences across strains were assessed using a fixed-effect model ANOVA and multiple testing was performed with the Benjamini-Hochberg correction [73]. Similarity in expression profiles across genes and strains was assessed by hierarchical clustering using Ward's minimum variances as a distance metric. The first principal component was used to assist in the sorting. Six biologically meaningful planned contrasts defined a priori, all of them orthogonal, were done likewise by pooling the appropriately expression data of different strains as necessary (Table S17). Scrutiny of the differences in post-hoc comparisons among strains was done using the “multcomp” R package [74]. Functional information for relevant genes was obtained from FlyBase [30] and enrichment for particular Gene Ontology term categories (biological processes, molecular functions, and cellular components), KEGG pathways, and InterPro protein domains was evaluated using DAVID [75]. Benjamini-Hochberg correction [73] was applied to account for multiple tests. We proceeded likewise, but for each strain separately, to evaluate statistically significant differences between the sexes. Raw microarray data were deposited at the Gene Expression Omnibus database (GSE31120). In relation to the characterization of the expression profiles of the genes in the region under study during the life cycle of *D. melanogaster*, RPKM expression values across 30 timepoints and conditions [2] were extracted from FlyBase [30], log transformed, and compared using hierarchical clustering as above.

### Promoter analysis

Core promoter predictions for all the transcripts of protein-coding genes examined were done with McPromoter using the most stringent parameter values [76]. We inspected 500 nt upstream of the 5′ UTR start of each transcripts as annotated in FlyBase [30]. In the absence of an annotated 5′UTR, a stretch of DNA of equal length upstream of the first nucleotide annotated was examined. Categorization of genes as responsive to HCNEs was based on the prediction of having an Inr core promoter type.

### Comparative organization of the ultraconserved region *CG15121–CG16894*

We retrieved mapping coordinates of protein-coding genes included in the ultraconserved region under study in *A. gambiae* (AgamP3 assembly) using Biomart [77]. Any orthologous mapping information that did not conform to a one-to-one relationship between species was discarded. The global gene organization nearby the ortholog of *Toll-7* in *A. gambiae* and *A. aegypti* was examined through VectorBase [78]. Phylogenetic relationships among *Obp*-related amino acid sequences encoded by genes in the same region that harbors the gene *Toll-7* from the two mosquito species were conducted in MEGA 5.0 [79]. Amino acid sequences were downloaded from VectorBase [78] and aligned with CLUSTALW [80]. The best evolutionary model of amino acid evolution was found to be WAG and the consensus tree was built using the Maximum Likelihood method [81]. A discrete Gamma distribution was used to model evolutionary rate differences among sites (+G; 4 categories). Bootstrapping was performed to determine the confidence of the branches (1,000 replicates).

## Supporting Information

Dataset S1 Estimates of the average level of expression for all protein-coding genes in the *D. melanogaster* genome across six strains plus the statistical significance of differences in expression.
(7Z) Click here for additional data file.

Dataset S2 Statistical significance of differences in gene expression in relevant planned contrasts.
(7Z) Click here for additional data file.

Dataset S3 Statistical significance of differences in gene expression between males and females for six strains.
(7Z) Click here for additional data file.

Figure S1 Hierarchical clustering of the expression levels of the protein-coding genes included in the ultraconserved region *CG15121–CG16894* during the life cycle of *D. melanogaster*. Differences in expression levels are color coded (high expression, red ; low expression, green). Asterisks denote genes for which lethal phenotypes have been reported [30], [31]. Predictions for the type of core promoter were obtained using McPromoter [76]. The relative order of the protein-coding genes within the region under study is indicated as in Figure 1 from centromere to telomere. Common names for some genes are indicated in parentheses.
(TIF) Click here for additional data file.

Figure S2 Comparative organization of the ultraconserved region *CG15121–CG16894* in Diptera. (A) Chromosomal location (red arrowhead) of six protein-coding genes with reliable one-to-one orthologous relationships between *D. melanogaster* and *A. gambiae* [77]. The same numerical code as in Figure 1 is used to indicate the identity of the gene. (B) Conserved collinearity of the gene *Toll-7* (blue) and *Obp* genes (red) across Diptera. Other intervening protein-coding genes are indicated in grey. *Drosophila* and *Anopheles* diverged ∼250 mya [83], *Anopheles* and *Aedes* diverged ∼150 mya [84], and the divergence time accumulated by the nine *Drosophila* species previously analyzed was ∼381 my [22]–[24], so that the total divergence time between the *Drosophila* and mosquito species considered is ∼970 my. Genes *Obp56f* and *Obp56i* are not indicated since they are not present in all *Drosophila* species examined [22], [85]. Doted lines indicate orthologous relationships ([38] and this work). Gene sizes and distances are not to scale in *D. melanogaster*. (C) Phylogenetic relationships of the OBP protein sequences encoded by genes nearby *Toll-7* between *A. gambiae* and *A. aegypti*. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (1,000 replicates) is shown next to the branches when higher than the cut-off value of 0.5.
(TIF) Click here for additional data file.

Figure S3 Crossing scheme followed to generate the inversion *In(2R)51F11-56E2*. (A) Generation of individuals carrying two FRT-bearing elements in *cis* (REC) upon recombination in the F2. (B) Generation of strains with (INV) or without (SIM for SIMultaneous control) the inversion *In(2R)51F11-56E2* using a heat-inducible flippase-recombinase. Notice that both strains derive from progeny generated from the same vial and therefore they have been exposed to the same experimental conditions. Grey box, mosaic flies for the inversion *In(2R)51F11-56E2*, both in the soma and the germ line. Carriers of the inversion are red-eyed (*w^+^*) and therefore readily identifiable. (C) Restoration of standard gene order via a heat-shock inducible reversion (REV for REVertant control). Only relevant chromosomes are indicated for the genotypes. Dotted box, genotype of flies subsequently made homozygous to construct the stocks to be used in further experiments. For clarity, the terminology used here in relation to FRT-bearing TEs and their derivatives in Table S4 is replaced by explicit indications on the number of FRTs and the state of the reporter gene. *2FRT*, original TEs (Figures S4 and S5 for further details).
(PDF) Click here for additional data file.

Figure S4 Overview of the chromosomal changes occurred during the generation of the inversion *In(2R)51F11-56E2* and the corresponding eye phenotypes. Upon a crossing over event, two starting FRT-bearing TEs are placed on the same homolog. In the presence of a FLP recombinase source, recombination events are heat-shock induced between FRT sequences. The first FLP-mediated recombination event occurs between the two FRT sequences located within each TE leading to two recombined FRT sequences, one at each breakpoint, in opposite orientations. The second recombination event is mediated between these two resulting FRT sequences leading to the generation of the inversion. Phenotypic changes in the eye pigmentation of *Drosophila* adults are caused by alterations in the reporter gene mini-*white* carried by the TEs. These alterations occur as a result of the FLP-mediated FRT recombination events. Strains that carry a particular chromosome configuration are indicated. Details on the precise structure of the TEs in each strain are provided in Figure S5. Sizes and distances are not to scale.
(TIF) Click here for additional data file.

Figure S5 Schematic representation of the molecular configuration of the FRT-bearing TEs at the breakpoint regions of different strains obtained in the course of the generation of the inversion *In(2R)51F11-56E2*. Two TEs bearing FRT sites in opposite orientation, *P{RS3}CB-0236-3* and *P{RS5}5-HA-1995*, were selected to generate a Type 1 Inversion according to the nomenclature in [42]. Notice that the two FRTs are flanking one of the exons of the modified reporter gene mini-*white* [86]. While the TEs are intact in the REC strain before the first heat-shock pulse, they undergo different kinds of molecular rearrangements during the rest of the protocol. Specifically, the recombination between the internal FRTs (yellow arrowhead) of each TE leads to the deletion of one of the exons of the reporter gene mini-*white* (orange and red boxes), which impairs its activity. If the second heat-shock pulse fails to induce a successful NAHR event between the single FRT present in each of the TEs, no rearrangement is generated and no reconstitution of the reporter gene occurs (SIM), which is associated with the *w^−^* phenotype. On the contrary, if ectopic recombination occurs, the newly generated inverted arrangement (INV) will be characterized by the presence of a reconstituted reporter gene at one breakpoint (and therefore by the *w^+^* phenotype) and one FRT at the other breakpoint [42]. A subsequent heat-shock pulse can lead to another successful ectopic recombination event restoring the original gene order (REV) and molecular organization at the breakpoint regions as before the inversion. The terminology used in for the FRT-bearing TEs and their derivatives follows that of Figure S4. Amplicons (A–H) used to confirm the molecular configuration of the breakpoint regions in all relevant strains are shown (Tables S5 and S6). Sizes and distances are not to scale.
(TIF) Click here for additional data file.

Figure S6 Validation of strains carrying the FRT-bearing TEs used to generate the inversion *In(2R)51F11-56E2*. (A) Progeny size and (B) sex ratio (female to male) from low-density crosses of homozygous flies for each of the elements alone (5-HA-1995 and CB-0236-3), for both elements in *cis* (REC), and for flies with the same genetic background but carrying no transposable elements (*w^1118^*). No statistically significant difference was found among the strains (Kruskal-Wallis, d.f. = 3; progeny size, *P* = 0.0730; sex ratio, *P* = 0.8688; *n* = 5). Error bars indicate 95% CI.
(TIF) Click here for additional data file.

Figure S7 Performance of the strains generated in low-density crosses with homozygous flies. (A) Progeny size and (B) sex ratio (female to male). Kruskal-Wallis test indicated that there are no statistically significant differences among strains both in progeny size (d.f. = 7; *P* = 0.2308) and in sex ratio (d.f. = 7; *P* = 0.0863). Pairwise contrasts confirmed that strains carrying the disrupted ultraconserved region *CG15121–CG16894* did not show significantly lower values than strains with the ultraconserved region in its intact form (Tables S7 and S8). Error bars indicate 95% CI (*n* = 5).
(TIF) Click here for additional data file.

Figure S8 Sequence alignment of the region surrounding the FRT-bearing TEs *P{RS5}5-HA-1995* and *P{RS3}CB-0236*, and their derivatives across strains. (A) Outer (*2R*:11,260,347‥11,261,062) and (B) inner breakpoint (*2R*:15,613,890‥15,614,461), respectively, of the inversion *In(2R)51F11-56E2*. No major mutation was incidentally generated during the course of our experiments relative to the strain *w^1118^*, which was used by others to generate the strains of the DrosDel collection [41], [42]. The identity of the amplicons sequenced appears in parentheses (Table S6). The direct target sites duplications of the FRT-bearing TEs are easily identified in the region in which the two subsets of sequences overlap within each alignment. Sequence corresponding to TEs is not shown.
(PDF) Click here for additional data file.

Figure S9 Average progeny size from seven heterozygotes that carry the ultraconserved region *CG15121–CG16894* in its disrupted (INV1, INV2) or intact (REC) form. Data for females and males are shown separately. The INV1, INV2, and REC chromosomes were tested in different combination with *2R* standard chromosomes associated with the *w^−^* phenotype (SIM1, REV1, REV2). The resulting progeny from each type of cross among heterozygous individuals were genotyped based on eye-color (the two homozygotes have different eye color –red and white- whereas the heterozygotes are orange-eyed) and examined for different parameters. No statistically significant difference was found for the progeny size and sex ratio among the carriers and non-carriers of the disrupted ultraconserved region (ANOVA, *P*>0.05 in all contrasts) and no deviation from the Mendelian ratios was found either for any heterozygote-by-sex combination analyzed (*G*-test for goodness of fit, *P*>0.05 in all contrasts). See Table S9 for further details on the contrasts performed. Error bars indicate 95% CI.
(TIF) Click here for additional data file.

Figure S10 Relative viability in pairwise competition experiments between embryos of different genotypes at three different starting proportions. (A) The relative viability between two competing genotypes was estimated as (n_1_^′^×n_2_)/(n_1_×n_2_^′^), where n_1_ and n_2_, and n_1_^′^ and n_2_^′^, are the number of embryos and imagoes, respectively. The competing genotypes entail one carrying the tested chromosome (in orange, X_2_: REC, INV1, and INV2) in two possible conditions (heterozygosis, left; homozygosis, right), and the other genotype always in homozygosis (X_1_: SIM1, REV1, and REV2; the tester embryo). The latter always carries the standard arrangement and is invariably *w^−^*. The tested chromosomes differ in whether they carry the ultraconserved region in its intact (REC) or disrupted form (INV1, INV2). (B) Average relative viability between competing genotypes at three different starting proportions. Values were log2 transformed; departures from zero indicate that the competing genotypes differ in their relative viability. The relative viability can be inferred by comparing the different tested chromosomes to the same tester embryo. Eighteen different comparisons were performed: 3 starting proportions×2 genotype conditions for the tested chromosome×3 different tester embryos (Table S10). The starting proportions assayed were 1∶3, 1∶1, and 3∶1 (tester embryo ∶ embryo with the tested chromosome), which are indicated in different colors. For each condition of the tested chromosome and starting proportion, seven combinations of competing genotypes were assayed (2×3×7 = 42 in total). With a few exceptions, the tested chromosomes ranked consistently in their relative viability against a particular tester embryo across starting proportions. Only in one of the experiments (starting proportion, 1∶1; tester embryo, SIM1/SIM1; condition of the tested chromosome, heterozygosis), REC shows significantly higher viability than INV1 and INV2, which denotes a detrimental effect associated with the disruption of the ultraconserved region (Table S10). In the remaining experiments, REC exhibited either an intermediate relative viability in relation to INV1 and INV2 or a relative viability indistinguishable from INV1, INV2, or both. One hundred embryos in total were used per competition setting; every competition setting was replicated 10 times. Error bars indicate 95% CI.
(TIF) Click here for additional data file.

Figure S11 Test for differences in fecundity between males with (INV1, INV2) and without (REC) the disrupted ultraconserved region *CG15121–CG16894*. (A) Progeny size from single-mating experiments between three tester females and the males under scrutiny. The nomenclature of the crosses indicates first the strain of the female and then the strain of the male. No statistically significant differences were found for the crosses examined (Kruskal-Wallis, d.f. = 6; *P*<0.1348; *n* = 7–9). After pooling the data however, INV1, INV2, and REC males are shown to differ in progeny size (Kruskal-Wallis, d.f. = 2; *P*<0.0284; *n* = 16–25), which is due to differences between INV1 and INV2 males (Steel-Dwass; *P*<0.0215; *n* = 16–18; Table S11). (B) Fraction of the progeny sired by red-eyed males in double-mating experiments. For all the crosses, the female genotype is indicated first and the genotypes of the first and second males, which are separated by a comma, are indicated next. Blue, results from SIM1, REV1, and REV2 strains when exposed first to INV1, INV2, or REC males and subsequently to males of their own genotype (direct crosses). Red, results from equivalent experiments in which the order of the males was reversed (reciprocal crosses). A fraction of 0.5 indicates that the sperm of the two males has equivalent fertilization performance. We only considered those days in which progenies sired by the two males were detected. No statistically significant difference was found between INV1, INV2, and REC males irrespective of the order in which they mated (ANOVA; direct crosses: *F*(2,43) = 0.1159, *P*<0.8909, *n* = 10–22; reciprocal crosses: *F*(2,43) = 0.1152, *P*<0.8566, *n* = 14–25; Table S12). Error bars indicate 95% CI.
(TIF) Click here for additional data file.

Figure S12 Average number of fertilized females after exposure to single males with (INV1, INV2) and without (REC) the disrupted ultraconserved region *CG15121–CG16894* during a defined timeframe. Three different timeframes were assayed (1 hr, 3 hr, and 6 hr). Each male was exposed to 10 females of its own strain and 10 males were analyzed per strain and timeframe combination. The exposed females were transferred to individual vials, which were examined for the presence of progeny after 15 days. No differences were found between males with or without the disrupted ultraconserved region *CG15121–CG16894* irrespective of the timeframe assayed (Kruskal-Wallis, d.f. = 2; 1 hr, *P* = 0.1364; 3 hr, *P* = 0.4838; 6 h, *P* = 0.7487; *n* = 10; Table S13). Error bars indicate 95% CI.
(TIF) Click here for additional data file.

Figure S13 Test for differences in global homeostasis among individuals with (INV1, INV2) and without (REC) the disrupted ultraconserved region *CG15121–CG16894* using four proxies. (A) Negative gravitaxis was measured as the average relative height reached in a volumetric cylinder by flies after perturbation. (B) Heat-shock resistance was estimated as the average fraction of flies alive after a heat-shock pulse at 39°C for 30 m. (C) Desiccation resistance was gauged as the average time-to-death of flies under conditions of low humidity. (D) Starvation resistance was assessed as the average time-to-death of flies in the absence to nutrients. The disruption of the ultraconserved region *CG15121–CG16894* has no apparent effect for any of the proxies studied in either sex with the exception of the starvation assay in females (Kruskal-Wallis, d.f. = 2; negative gravitaxis: *P*_males_ = 0.688, *P*_females_ = 0.751, *n* = 20; heat-shock resistance: *P*_males_ = 0.363, *P*_females_ = 0.134, *n* = 5; desiccation resistance: *P*_males_ = 0.964, *P*_females_ = 0.773, *n* = 20; starvation resistance: *P*_males_ = 0.822, *P*_females_<0.0001, *n* = 20; Table S15). For this last sex by proxy combination, the statistically significant differences are associated with the higher resistance of the strain INV2 as compared to INV1 and REC (Steel-Dwass; INV2 vs INV1, *P* = 0.0024; INV2 vs REC, *P* = 0.0002). Lack of differences in the test of negative gravitaxis also discards that the reduced odor attraction of strains INV1 and INV2 to some volatile compounds (Figure 3) could result from a somehow impaired motility. Error bars indicate 95% CI.
(TIF) Click here for additional data file.

Figure S14 Average expression levels for the protein-coding genes encompassed in the ultraconserved region *CG15121–CG16894* across six strains under study. (A) Males; (B) females. Statistically significant differences were assessed using a one-way ANOVA at FDR 0.01. *, statistically significant difference in the general ANOVA (Dataset S1); †, statistically significant difference in at least one of the planned contrasts (Table S17). No consistent differential expression between the strains carrying the disrupted ultraconserved region (INV1, INV2) and the strains with the standard arrangement (REC, SIM1, REV1, REV2) was found. For simplicity, gene order in the standard arrangement for this genomic region is shown. Expression units are arbitrary. Error bars, 95% CI. Note that the confidence interval of the geometric mean is not symmetrical. Green double arrowhead line, inner breakpoint of the inversion *In(2R)51F11-56E2* that disrupts the ultraconserved region. Genes *CG9218*, *CG11025*, *CG30128*, and *CG13873* are represented by several transcripts (Dataset S1).
(PDF) Click here for additional data file.

Figure S15 Average expression levels for eight protein-coding genes flanking the outer breakpoint of the inversion *In(2R)51F11-56E2* across six strains under study. (A) Males; (B) females. Statistically significant differences were assessed using a one-way ANOVA at FDR 0.01 (Dataset S1). No statistically significant differential expression between the strains carrying the disrupted ultraconserved region (INV1, INV2) and the strains without the disruption (REC, SIM1, REV1, REV2) was found for the immediate flanking genes, thus ruling out any artifactual position effect incidentally generated by our procedure. Expression units are arbitrary. Error bars, 95% CI. Note that the confidence interval of the geometric mean is not symmetrical. Green double arrowhead line, outer inversion breakpoint.
(TIF) Click here for additional data file.

Figure S16 Direction of expression change between males and females for the protein-coding genes encompassed in the ultraconserved region *CG15121–CG16894* across six strains. Expression change = 0, no sex bias; expression change>0, overexpression in males; expression change<0, overexpression in females. No consistent differences in the pattern of sex bias in gene expression were found between strains carrying the disrupted ultraconserved region (INV1, INV2) and those carrying the ultraconserved region in its intact form. For simplicity, gene order in the standard arrangement for this genomic region is shown. Statistical significance of the expression change between the sexes was assessed using a one-way ANOVA at FDR 0.01 for each strain separately (Dataset S3). The fold change in expression can be calculated as 2^|direction of expression change|^; the direction of expression change is provided in Dataset S3. Since each strain was analyzed separately, fold change across strains is not comparable. Green double arrowhead line, inner breakpoint disrupting the ultraconserved region *CG15121–CG16894*. Genes *CG9218*, *CG11025*, *CG30128*, and *CG13873* are represented by several transcripts (Dataset S3).
(TIF) Click here for additional data file.

Table S1 Phylogenetic organization of four gene neighborhoods of *D. melanogaster* in other *Drosophila* species according to recent reconstructions of their gene order.
(PDF) Click here for additional data file.

Table S2 Protein-coding genes present in the ultraconserved region *CG15121–CG16894*.
(PDF) Click here for additional data file.

Table S3 Comparative organization of the ultraconserved region *CG15121–CG16894* in *A. gambiae*.
(PDF) Click here for additional data file.

Table S4 Strains.
(PDF) Click here for additional data file.

Table S5 Primers used.
(PDF) Click here for additional data file.

Table S6 Amplicons used to confirm the molecular organization of the genomic regions corresponding to the breakpoints of the inversion *In(2R)51F11-56E2*.
(PDF) Click here for additional data file.

Table S7 Test for differences in progeny size among the strains generated in the course of the experiments using homozygous crosses.
(PDF) Click here for additional data file.

Table S8 Test for differences in sex ratio among the strains generated in the course of the experiments using homozygous crosses.
(PDF) Click here for additional data file.

Table S9 Evaluation of the effect of the disrupted ultraconserved region *CG15121–CG16894* in heterozygosis on a variety of traits.
(PDF) Click here for additional data file.

Table S10 Evaluation of the effect of the disrupted ultraconserved region *CG15121–CG16894* on relative viability in competition experiments prior to imago emergence.
(PDF) Click here for additional data file.

Table S11 Fertility of males carrying the ultraconserved region *CG15121–CG1689* in its disrupted or intact form.
(PDF) Click here for additional data file.

Table S12 Sperm competence of males carrying the ultraconserved region *CG15121–CG1689* in its disrupted or intact form in double mating experiments.
(PDF) Click here for additional data file.

Table S13 Mating ability of flies carrying the ultraconserved region *CG15121–CG1689* in its disrupted or intact form in three different timeframes.
(PDF) Click here for additional data file.

Table S14 Response of flies carrying the ultraconserved region *CG15121–CG1689* in its disrupted or intact form to a variety of volatile compounds.
(PDF) Click here for additional data file.

Table S15 Performance of strains carrying the ultraconserved region *CG15121–CG1689* in its disrupted or intact form based on four proxies of global homeostasis.
(PDF) Click here for additional data file.

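All 15 pairs of strains were compared within each sex by limma, with the correction for multiple tests made within each pair. In males, 8 calls were made over the 6 pairs of one eye colour and 55 over the 9 pairs of different eye colour. Among pairs of one colour the male count was 4 between SIM1 and REV2, 3 between INV1 and INV2 and 1 between REC and INV2. It was 0 between REC and INV1, between SIM1 and REV1 and between REV1 and REV2, with 343, 732 and 1560 transcripts at an unadjusted p under 0.05. The other pairs of one colour had 5285 (INV1 and INV2), 3384 (REC and INV2) and 2208 (SIM1 and REV2) at that unadjusted p, and the pairs of different colour between 391 (INV2 and REV2) and 5384 (INV1 and REV2). At an adjusted p under 0.05 the male sums were 385 over pairs of one colour and 179 over pairs of different colour, so that which of them is larger depends on the threshold. INV1 and INV2 alone gave 356 calls at that threshold, so that the larger sum rests mainly on this pair. Among pairs of different colour the male count at an adjusted p under 0.01 lay between 3 (REC and REV1) and 12 (INV1 and REV1). In females, 1301 calls were made over the pairs of one colour and 4255 over the pairs of different colour. The former were 690 between REC and INV2, 530 between SIM1 and REV2, 28 between REC and INV1, 27 between INV1 and INV2, 25 between SIM1 and REV1 and 1 between REV1 and REV2. The latter ran from 46 (REC and SIM1) and 67 (INV2 and REV2) to 881 (INV1 and REV1) and 1314 (REC and REV2), with a median of 464.

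A Tukey comparison over the 6 strains with the same correction, the post-hoc form closest to the methods, made 1 call in males and 24 in females over pairs of one colour and 23 and 150 over pairs of different colour. With each array left out in turn, the limma sum over pairs of one colour, 1301 in females, became 648, 618 and 818 without replicates A, B and C of REC, 765, 866 and 2199 without replicates A, B and C of SIM1 and 2297 without replicate B of REV2. The limma sum over pairs of different colour, 4255 in females, became 2488 and 2431 without replicates A and B of REC, 2499 without replicate C of INV1, and 2770 and 2686 without replicates B and C of REV1. The male limma sum over pairs of different colour, 55, became 35 without replicate B of REV1 and 99 without replicate C of SIM1, and that over pairs of one colour, 8, lay between 3 and 12.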

Table S16 Expression differences among strains using a one-way ANOVA at FDR 0.01.
(PDF) Click here for additional data file.

Table S17 Expression differences detected in six planned contrasts using one-way ANOVA at FDR 0.01.
(PDF) Click here for additional data file.

Table S18 Statistically significant enrichment for biological coherent patterns (GO term ontology, KEGG pathway, and Interpro domains) among genes differentially expressed in females in at least one of the six planned contrasts.
(PDF) Click here for additional data file.

Table S19 Ability to detect significant differences between flies carrying the ultraconserved region *CG15121–CG1689* in its disrupted or intact form across some of the experiments performed.
(PDF) Click here for additional data file.

Table S20 Number of tRNA, rRNA, and snoRNA genes in the ultraconserved region *CG15121–CG16894* with potential to mediate NAHR events.
(PDF) Click here for additional data file.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Figure S8 — Sequence alignment of the region surrounding the FRT-bearing TEs P{RS5}5-HA-1995 and P{RS3}CB-0236, and their derivatives across strains. (A) Outer (2R:11,260,347‥11,261,062) and (B) inner breakpoint (2R:15,613,890‥15,614,461), respectively, of the inversion In(2R)51F11-56E2. No major mutation was incidentally generated during the course of our experiments relative to the strain w1118, which was used by others to generate the strains of the DrosDel collection [41], [42]. The identity of the amplicons sequenced appears in parentheses (Table S6). The direct target sites duplications of the FRT-bearing TEs are easily identified in the region in which the two subsets of sequences overlap within each alignment. Sequence corresponding to TEs is not shown.

660 680 700 720

y; cn bw sp  
w1118 (A) T C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G G A C T T T A T T G G C T C A A T G A T T T

5-HA-1995 (A) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

CB-0236-3 (C) - - - - -

REC (C) - - - - -

INV1 (C) - - - - -

INV2 (C) - - - - -

SIM1 (C) - - - - -

SIM2 (C) - - - - -

SIM3 (C) - - - - -

REV1 (C) - - - - -

REV2 (C) - - - - -

CB-0236-3 (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

REC (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

INV1 (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

INV2 (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

SIM1 (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

SIM2 (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

SIM3 (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

REV1 (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

REV2 (D) A C A C A A G T C A A A A G T A T T T T A C T T T T A A T T A G A C A T C A A G A A C A A C A A C A G T T G A A C T T T A T T G G C T C A A T G A T T T

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S3 — Comparative organization of the ultraconserved region CG15121–CG16894 in A. gambiae.

**Table S3. Comparative organization of the ultraconserved region *CG15121-CG16894* in *A. gambiae***

| Protein-Coding Gene <sup>a</sup> | Chromosome | Ensembl Gene ID | Coordinates (AgampP3) |
|----------------------------------|------------|-----------------|-----------------------|
| <i>CG9218</i>                    | 3L         | AGAP012054      | 36975510..36983150    |
| <i>CG9854</i>                    | 2R         | AGAP013207      | 36911284..36914633    |
| <i>CG11025</i>                   | 2R         | AGAP002436      | 21377985..21379909    |
| <i>CG12501</i>                   | 3L         | AGAP011631      | 30452735..30454242    |
| <i>CG8595</i>                    | 3L         | AGAP012326      | 40293607..40297410    |
| <i>CG8654</i>                    | 2R         | AGAP003039      | 31351382..31364077    |

<sup>a</sup> Orthologues in *D. melanogaster* for which a one-to-one relationship exists [1].

#### Supporting References

1. Haider S, Ballester B, Smedley D, Zhang J, Rice P, et al. (2009) BioMart Central Portal--unified access to biological data. Nucleic Acids Res 37: W23-27.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S4 — Strains.

**Table S4. Strains**

| Genotype                                                                                 | Abbreviated Name        | Cytological Description       |
|------------------------------------------------------------------------------------------|-------------------------|-------------------------------|
| <i>w<sup>1118</sup></i> ; 2 <i>iso</i> ; 3 <i>iso</i> <sup>a</sup>                       | <i>w<sup>1118</sup></i> | 2Rc—2Rt                       |
| <i>w<sup>1118</sup></i> ; <i>P{RS5}5-HA-1995</i> ; 3 <i>iso</i> <sup>b</sup>             | 5-HA-1995               | 2Rc—2Rt                       |
| <i>w<sup>1118</sup></i> ; <i>P{RS3}CB-0236-3</i> ; 3 <i>iso</i> <sup>b</sup>             | CB-0236-3               | 2Rc—2Rt                       |
| <i>w<sup>1118</sup></i> ; <i>Sco/SM6</i> ; 3 <i>iso</i> <sup>a</sup>                     | -                       | 2Rc—2Rt                       |
| <i>y w P{70FLP; ry+}3F; Sco/SM6</i> ; 3 <i>iso</i> <sup>a</sup>                          | -                       | 2Rc—2Rt                       |
| <i>w<sup>1118</sup></i> ; <i>P{RS3}CB-0236-3</i> , <i>P{RS5}5-HA-1995</i> <sup>c</sup>   | REC                     | 2Rc—2Rt                       |
| <i>w<sup>1118</sup></i> ; <i>P{RS3r}CB-0236-3</i> , <i>P{RS5r}5-HA-1995</i> <sup>c</sup> | SIM1, SIM2, SIM3        | 2Rc—2Rt                       |
| <i>w<sup>1118</sup></i> ; <i>In(2R)51F11-56E2</i> <sup>c</sup>                           | INV1, INV2              | 2Rc—51F11 56E2-51F11 56E2—2Rt |
| <i>w<sup>1118</sup></i> ; <i>P{RS3r}CB-0236-3</i> , <i>P{RS5r}5-HA-1995</i> <sup>c</sup> | REV1, REV2              | 2Rc—2Rt                       |

<sup>a</sup> Department of Genetics, University of Cambridge [1]. <sup>b</sup> Szeged *Drosophila* Stock Center. <sup>c</sup> Present work.

### Supporting References

- Ryder E, Ashburner M, Bautista-Llacer R, Drummond J, Webster J, et al. (2007) The DrosDel deletion collection: a *Drosophila* genomewide chromosomal deficiency resource. *Genetics* 177: 615-629.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S7 — Test for differences in progeny size among the strains generated in the course of the experiments using homozygous crosses.

**Table S7. Test for differences in progeny size among the strains generated in the course of the experiments using homozygous crosses**

| Strain      | Progeny Size <sup>a</sup>   | <i>P</i> <sup>b</sup> |        |        |        |        |        |        |
|-------------|-----------------------------|-----------------------|--------|--------|--------|--------|--------|--------|
|             |                             | INV2                  | REC    | SIM1   | SIM2   | SIM3   | REV1   | REV2   |
| <b>INV1</b> | 405.400, (345.635, 465.165) | 0.9999                | 0.9156 | 0.9818 | 1.0000 | 0.9156 | 0.8276 | 0.9156 |
| <b>INV2</b> | 375.200, (281.541, 468.859) |                       | 0.7061 | 1.0000 | 0.9911 | 1.0000 | 1.0000 | 1.0000 |
| <b>REC</b>  | 456.400, (346.495, 566.305) |                       |        | 0.9156 | 0.9911 | 0.7061 | 0.7061 | 0.8276 |
| <b>SIM1</b> | 379.400, (322.523, 436.277) |                       |        |        | 0.9156 | 0.9911 | 0.9999 | 0.9985 |
| <b>SIM2</b> | 412.200, (345.436, 478.964) |                       |        |        |        | 0.7061 | 0.9156 | 0.8276 |
| <b>SIM3</b> | 343.600, (280.041, 407.159) |                       |        |        |        |        | 1.0000 | 1.0000 |
| <b>REV1</b> | 363.600, (287.998, 439.202) |                       |        |        |        |        |        | 1.0000 |
| <b>REV2</b> | 359.600, (308.333, 410.867) |                       |        |        |        |        |        |        |

<sup>a</sup> Mean, 95% CI (lower boundary, upper boundary). <sup>b</sup> According to Steel-Dwass test. *n* = 5 across strains.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S11 — Fertility of males carrying the ultraconserved region CG15121–CG1689 in its disrupted or intact form.

**Table S11. Fertility of males carrying the ultraconserved region *CG15121-CG1689* in its disrupted or intact form**

| Tested Chromosome | Progeny Size <sup>a</sup> | Contrast <sup>b</sup> |          |
|-------------------|---------------------------|-----------------------|----------|
|                   |                           | Chromosomes           | <i>P</i> |
| REC               | 115.680, (98.84, 132.52)  | REC, INV1             | 0.4200   |
| INV1              | 102.813, (81.77, 123.86)  | REC, INV2             | 0.2616   |
| INV2              | 133.333, (113.49, 153.18) | INV1, INV2            | 0.0215   |

<sup>a</sup> Mean, 95% CI (lower boundary, upper boundary). <sup>b</sup> According to the Steel-Dwass test. *n* = 10 for each tested chromosome.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S12 — Sperm competence of males carrying the ultraconserved region CG15121–CG1689 in its disrupted or intact form in double mating experiments.

**Table S12. Sperm competence of males carrying the ultraconserved region *CG15121-CG1689* in its disrupted or intact form in double mating experiments**

| <b>Mating Experiment</b> | <b>Tested Chromosome</b> | <b><i>n</i></b> | <b>Fraction of <i>w</i><sup>+</sup> offspring <sup>a</sup></b> |
|--------------------------|--------------------------|-----------------|----------------------------------------------------------------|
| Direct                   | REC                      | 22              | 0.410, (0.3032, 0.5168)                                        |
|                          | INV1                     | 10              | 0.422, (0.2636, 0.5804)                                        |
|                          | INV2                     | 14              | 0.451, (0.3168, 0.5846)                                        |
| Reciprocal               | REC                      | 25              | 0.614, (0.5196, 0.7084)                                        |
|                          | INV1                     | 16              | 0.573, (0.4552, 0.692)                                         |
|                          | INV2                     | 14              | 0.607, (0.4810, 0.7332)                                        |

<sup>a</sup> Mean, 95% CI (lower boundary, upper boundary).

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S13 — Mating ability of flies carrying the ultraconserved region CG15121–CG1689 in its disrupted or intact form in three different timeframes.

**Table S13. Mating ability of flies carrying the ultraconserved region *CG15121-CG1689* in its disrupted or intact form in three different timeframes**

| Timeframe | Tested Chromosome | Females Fertilized <sup>a</sup> |
|-----------|-------------------|---------------------------------|
| 1 h       | REC               | 1.2, (0.6745, 1.7253)           |
|           | INV1              | 1.5, (0.9745, 2.0253)           |
|           | INV2              | 0.8, (0.2746, 1.3253)           |
| 3 h       | REC               | 1.9, (1.3717, 2.4283)           |
|           | INV1              | 2.3, (1.7717, 2.8283)           |
|           | INV2              | 2.1, (1.5717, 2.6283)           |
| 6 h       | REC               | 3.5, (2.539, 4.4361)            |
|           | INV1              | 3.2, (2.2639, 4.1361)           |
|           | INV2              | 3.3, (2.3639, 4.2361)           |

<sup>a</sup> Mean, 95% CI (lower boundary, upper boundary). *n* = 10 for each tested chromosome.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S14 — Response of flies carrying the ultraconserved region CG15121–CG1689 in its disrupted or intact form to a variety of volatile compounds.

**Table S14. Response of flies carrying the ultraconserved region *CG15121-CG1689* in its disrupted or intact form to a variety of volatile compounds**

| Volatile                   | Tested     | Contrast <sup>b</sup>        |             |          |
|----------------------------|------------|------------------------------|-------------|----------|
| Compound                   | Chromosome | Avoidance Score <sup>a</sup> | Chromosomes | <i>P</i> |
| Water                      |            |                              |             |          |
| <i>Females</i>             | REC        | 1.75, (1.3637, 2.1363)       | REC, INV1   | 0.0241   |
|                            | INV1       | 2.40, (2.1454, 2.6546)       | REC, INV2   | 0.0360   |
|                            | INV2       | 2.39, (2.1130, 2.6670)       | INV1, INV2  | 1        |
| <i>Males</i>               | REC        | 2.32, (1.9987, 2.6413)       | REC, INV1   | 0.9718   |
|                            | INV1       | 2.49, (1.9173, 3.0627)       | REC, INV2   | 0.8163   |
|                            | INV2       | 2.22, (1.8882, 2.5518)       | INV1, INV2  | 0.7942   |
| Ethanol 10 <sup>-3</sup>   |            |                              |             |          |
| <i>Females</i>             | REC        | 1.21, (0.8033, 1.6167)       | REC, INV1   | 0.0191   |
|                            | INV1       | 2.04, (1.6421, 2.4379)       | REC, INV2   | 0.0155   |
|                            | INV2       | 1.98, (1.6587, 2.3013)       | INV1, INV2  | 1        |
| <i>Males</i>               | REC        | 1.83, (1.4197, 2.2403)       | REC, INV1   | 0.0593   |
|                            | INV1       | 1.13, (0.6196, 1.6404)       | REC, INV2   | 0.9874   |
|                            | INV2       | 1.84, (1.3924, 2.2876)       | INV1, INV2  | 0.0331   |
| Ethanol 10 <sup>-0.5</sup> |            |                              |             |          |
| <i>Females</i>             | REC        | 1.68, (1.2929, 2.0671)       | REC, INV1   | 0.1083   |
|                            | INV1       | 2.14, (1.7295, 2.5505)       | REC, INV2   | 0.0267   |
|                            | INV2       | 2.25, (1.9971, 2.5029)       | INV1, INV2  | 0.9616   |
| <i>Males</i>               | REC        | 2.61, (2.2384, 2.9816)       | REC, INV1   | 0.3779   |
|                            | INV1       | 2.22, (1.8100, 2.6300)       | REC, INV2   | 0.5819   |
|                            | INV2       | 2.20, (1.5349, 2.8651)       | INV1, INV2  | 0.9874   |
| Acetone 10 <sup>-4.5</sup> |            |                              |             |          |
| <i>Females</i>             | REC        | 1.89, (1.6535, 2.1365)       | REC, INV1   | 0.0007   |
|                            | INV1       | 2.85, (2.5971, 3.1029)       | REC, INV2   | 0.1854   |
|                            | INV2       | 2.22, (1.9658, 2.4742)       | INV1, INV2  | 0.0086   |

**Table S14. Response of flies carrying the ultraconserved region *CG15121-CG1689* in its disrupted or intact form to a variety of volatile compounds**

| Volatile                        | Tested     | Contrast <sup>b</sup>        |             |          |
|---------------------------------|------------|------------------------------|-------------|----------|
| Compound                        | Chromosome | Avoidance Score <sup>a</sup> | Chromosomes | <i>P</i> |
| <i>Males</i>                    | REC        | 2.35, (2.0555, 2.6445)       | REC, INV1   | 0.0268   |
|                                 | INV1       | 2.88, (2.6646, 3.0954)       | REC, INV2   | 0.0714   |
|                                 | INV2       | 2.88, (2.4827, 3.2773)       | INV1, INV2  | 1        |
| Acetone 10 <sup>-1.5</sup>      |            |                              |             |          |
| <i>Females</i>                  | REC        | 2.54, (2.1436, 2.9364)       | REC, INV1   | 0.4231   |
|                                 | INV1       | 2.91, (2.4483, 3.3717)       | REC, INV2   | 0.9616   |
|                                 | INV2       | 2.64, (2.1689, 3.1111)       | INV1, INV2  | 0.3389   |
| <i>Males</i>                    | REC        | 3.13, (2.6627, 3.5973)       | REC, INV1   | 0.9968   |
|                                 | INV1       | 2.97, (2.4942, 3.4458)       | REC, INV2   | 0.5144   |
|                                 | INV2       | 2.80, (2.5099, 3.0901)       | INV1, INV2  | 0.4908   |
| Benzaldehyde 10 <sup>-3.5</sup> |            |                              |             |          |
| <i>Females</i>                  | REC        | 2.33, (1.8185, 2.8415)       | REC, INV1   | 0.1704   |
|                                 | INV1       | 2.66, (2.4384, 2.8816)       | REC, INV2   | 0.7495   |
|                                 | INV2       | 2.43, (2.2867, 2.5733)       | INV1, INV2  | 0.2432   |
| <i>Males</i>                    | REC        | 2.80, (2.3603, 3.2397)       | REC, INV1   | 0.9620   |
|                                 | INV1       | 2.80, (2.1375, 3.4625)       | REC, INV2   | 0.1889   |
|                                 | INV2       | 2.33, (1.9440, 2.7160)       | INV1, INV2  | 0.3807   |
| Benzaldehyde 10 <sup>-0.5</sup> |            |                              |             |          |
| <i>Females</i>                  | REC        | 4.64, (4.1328, 5.1472)       | REC, INV1   | 0.5390   |
|                                 | INV1       | 4.85, (4.7657, 4.9343)       | REC, INV2   | 0.4020   |
|                                 | INV2       | 4.85, (4.7805, 4.9195)       | INV1, INV2  | 0.9991   |
| <i>Males</i>                    | REC        | 4.85, (4.7059, 4.9941)       | REC, INV1   | 1        |
|                                 | INV1       | 4.78, (4.4923, 5.0677)       | REC, INV2   | 0.4251   |
|                                 | INV2       | 4.72, (4.5298, 4.9102)       | INV1, INV2  | 0.5217   |

<sup>a</sup> Mean, 95% CI (lower boundary, upper boundary). <sup>b</sup> According to the Steel-Dwass test. *n* = 10 for each volatile compound by sex combination assayed.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S15 — Performance of strains carrying the ultraconserved region CG15121–CG1689 in its disrupted or intact form based on four proxies of global homeostasis.

**Table S15. Performance of strains carrying the ultraconserved region *CG15121-CG1689* in its disrupted or intact form based on four proxies of global homeostasis**

| Proxy (Parameter Measured)                       | Strains <sup>a</sup>    |                         |                         |
|--------------------------------------------------|-------------------------|-------------------------|-------------------------|
|                                                  | REC                     | INV1                    | INV2                    |
| Negative gravitaxis (height reached)             |                         |                         |                         |
| <i>Females</i>                                   | 0.812, (0.677, 0.946)   | 0.844, (0.768, 0.920)   | 0.834, (0.753, 0.915)   |
| <i>Males</i>                                     | 0.772, (0.674, 0.870)   | 0.764, (0.672, 0.856)   | 0.716, (0.610, 0.821)   |
| Heat-shock resistance (fraction surviving flies) |                         |                         |                         |
| <i>Females</i>                                   | 0.880, (0.776, 0.984)   | 0.860, (0.667, 1.053)   | 0.700, (0.437, 0.96)    |
| <i>Males</i>                                     | 0.610, (0.499, 0.721)   | 0.700, (0.584, 0.816)   | 0.690, (0.518, 0.86)    |
| Desiccation resistance (time to death)           |                         |                         |                         |
| <i>Females</i>                                   | 17.15, (16.073, 18.227) | 16.95, (15.731, 18.169) | 17.10, (15.905, 18.295) |
| <i>Males</i>                                     | 12.75, (11.948, 13.552) | 13.05, (12.453, 13.647) | 13.05, (12.493, 13.607) |
| Starvation resistance (time to death)            |                         |                         |                         |
| <i>Females</i>                                   | 2.10, (1.905, 2.295)    | 2.175, (1.932, 2.418)   | 2.625, (2.496, 2.754)   |
| <i>Males</i>                                     | 2.17, (2.001, 2.349)    | 2.125, (2.021, 2.229)   | 2.175, (2.001, 2.349)   |

<sup>a</sup> Mean, 95% CI (lower boundary, upper boundary).  $n = 20$  for all proxies except for heat-shock ( $n = 5$ ).

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S16 — Expression differences among strains using a one-way ANOVA at FDR 0.01.

**Table S16. Expression differences among strains using a one-way ANOVA at FDR 0.01**

|      | REC | INV1  | INV2  | SIM1  | REV1   | REV2   |
|------|-----|-------|-------|-------|--------|--------|
| REC  | -   | 0 / 2 | 0 / 9 | 2 / 5 | 2 / 14 | 2 / 44 |
| INV1 |     | -     | 0 / 3 | 2 / 7 | 6 / 11 | 2 / 11 |
| INV2 |     |       | -     | 2 / 8 | 3 / 5  | 2 / 5  |
| SIM1 |     |       |       | -     | 2 / 3  | 0 / 2  |
| REV1 |     |       |       |       | -      | 0 / 0  |
| REV2 |     |       |       |       |        | -      |

Males / females.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S17 — Expression differences detected in six planned contrasts using one-way ANOVA at FDR 0.01.

**Table S17. Expression differences detected in six planned contrasts using one-way ANOVA at FDR 0.01**

| Planned Contrast                                | Males | Females |
|-------------------------------------------------|-------|---------|
| INV1 vs INV2 <sup>a</sup>                       | 0     | 3       |
| REV1 vs REV2 <sup>a</sup>                       | 0     | 0       |
| SIM vs (REV1, REV2) <sup>b</sup>                | 0     | 1       |
| REC vs (SIM1, REV1, REV2) <sup>b</sup>          | 3     | 13      |
| REC vs (INV1, INV2) <sup>b</sup>                | 0     | 1       |
| (INV1, INV2) vs (SIM1, REV1, REV2) <sup>b</sup> | 5     | 114     |

<sup>a</sup> Dataset S1. <sup>b</sup> Dataset S2.

# Supplementary material for: Evaluation of the Role of Functional Constraints on the Integrity of an Ultraconserved Region in the Genus Drosophila
**Source:** PLoS Genet. 2012 Feb 2;8(2):e1002475. doi: 10.1371/journal.pgen.1002475
**Supplement:** Table S20 — Number of tRNA, rRNA, and snoRNA genes in the ultraconserved region CG15121–CG16894 with potential to mediate NAHR events.

**Table S20. Number of tRNA, rRNA, and snoRNA genes in the ultraconserved region *CG15121-CG16894* with potential to mediate NAHR events**

| Species (release) <sup>a</sup> | tRNA genes | rRNA genes | snoRNA |
|--------------------------------|------------|------------|--------|
| <i>D. melanogaster</i> (5.31)  | 9          | 104        | 1      |
| <i>D. yakuba</i> (1.3)         | 10         | 15         | 1      |
| <i>D. erecta</i> (1.3)         | 8          | 17         | 1      |
| <i>D. ananassae</i> (1.3)      | 9          | 0          | 0      |
| <i>D. pseudoobscura</i> (2.21) | 6          | 0          | 0      |
| <i>D. willistoni</i> (1.3)     | 17         | 0          | 0      |
| <i>D. virilis</i> (1.2)        | 4          | 3          | 0      |
| <i>D. mojavensis</i> (1.3)     | 7          | 0          | 0      |
| <i>D. grimshawi</i> (1.3)      | 5          | 0          | 0      |

Between *CG8517* and *CG12501* [1]; pseudogenes are also included.

<sup>a</sup> Those previously examined [2] and sorted by their phylogenetic distance to *D. melanogaster*.

### Supporting References

1. Tweedie S, Ashburner M, Falls K, Leyland P, McQuilton P, et al. (2009) FlyBase: enhancing Drosophila Gene Ontology annotations. *Nucleic Acids Res* 37: D555-559.
2. von Grotthuss M, Ashburner M, Ranz JM (2010) Fragile regions and not functional constraints predominate in shaping gene organization in the genus *Drosophila*. *Genome Res* 20: 1084-1096.

How the deposited data were processed for this re-analysis (not part of the article)

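RNA from 50 virgin flies per sample, aged 5 to 7 days, was measured on one-colour NimbleGen arrays, in males and females of 6 strains (REC, INV1 and INV2 with red eyes, and SIM1, REV1 and REV2 with white eyes). Each strain and sex had 3 arrays from separate samples, lettered A to C. By the methods, labelling, hybridization, scanning and extraction were done by the array service, and the authors summarized the probes of each transcript by the median after log transformation and normalized between arrays by the scale method of limma. Background correction is not described in the paper's text. The file of the series matrix holds 16637 transcripts on 36 arrays with 0 missing values, and the values the authors deposited are linear fluorescence intensities, between 135 and 54214. Within each sex the sorted intensities are nearly equal on all 18 arrays, which is what quantile normalization within a sex leaves, whereas the 2 sexes have different distributions. Scale normalization alone does not make sorted values equal. In females, 2 transcripts have one identical value on all arrays.

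Strain, sex, eye colour and replicate letter of each array were taken from the labels of the series. The intensities were converted to log2 and scale-normalized over all 36 arrays (normalizeBetweenArrays), which multiplies each array's log2 values by a factor. It moved the median log2 value from 10.95 to 10.67 in males and from 10.39 to 10.67 in females. Log2 differences between strains are thereby slightly smaller in males and slightly larger in females than in the values as deposited. The counts of calls within a sex are the same in both. The tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on all 16637 transcripts, without a filter. Each sex was fitted alone, with one mean per strain, for the moderated F-test of the 6 strains, the 6 planned contrasts and the 15 pairs. Sex bias was fitted in each strain alone, with 3 male and 3 female arrays. Differences in sex bias between strains were fitted as interactions over all 36 arrays, those of REC with INV and of INV with white-eyed strains as chosen before the data were examined, and those of the other 4 contrasts added after seeing the data. Transcripts with a Benjamini-Hochberg adjusted p under 0.01 were called. Strain means of the 1% of transcripts with the lowest p of the F-test were compared by Euclidean distance and clustered by Ward's method. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The tests were tested on simulated data with 200 changed transcripts, after the first results had been computed. In the form used for sex bias, with 3 arrays against 3, they recovered 97.5% of simulated differences of 2 on the log2 scale, with 1 false call.

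The transcripts named in the text were chosen by a rule set before the data were examined: up to 5 per planned contrast with the largest difference among the called transcripts whose groups of arrays do not overlap, with the transcripts of the gene *white* and of the genes of the region that the paper names. The second part could not be applied. The file gives FlyBase transcript identifiers, no table in the paper or its readable supplements pairs them with genes, and 44 identifiers (0.264%) were found in the gene table used, which is of assembly Release 6 plus ISO1 MT, whereas the arrays follow annotation release 5.7. For the same reason, tests of the region's transcripts, of genes of visual perception and of gene classes are not analysed here, and at most 2 identifiers per direction are given for a contrast. All transcripts named where a contrast called 5 or fewer fell within the rule.

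Alternatives chosen before the data were examined were the values as deposited, quantile normalization over all arrays, scale normalization within each sex, leaving out the dimmest 25% of transcripts, an intensity trend with robust hyperparameters, array weights, the replicate letter as a block, the methods' one-way comparison, a Tukey comparison of pairs, an adjusted p under 0.05, one fit of all arrays, other numbers of transcripts in the clustering, and leaving out each array in turn. A clustering of scaled transcripts was added after seeing the data. Leave-one-out and the other settings were applied to the added interactions as well. The simulated sets set beside calls shared between contrasts were added after seeing the data too. With 1 colour and no control probes among the deposited values, signal over background could not be measured, and the number of arrays sets the precision.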

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

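The tests of this part that were chosen only after the result was seen are the interactions of REC with white-eyed strains, INV1 with INV2, REV1 with REV2 and SIM1 with REV, all regroupings of the arrays, and the tests of FBtr0082287 for a single array and for RNA of males. The results given here are differences between strains that varied with sex, tested as interactions in one limma fit of all 36 arrays (adjusted p under 0.01).

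The difference between REC and INV varied with sex in 6 transcripts, that between INV and white-eyed strains in 4, that between REC and white-eyed strains in 18, that between INV1 and INV2 in 4, that between REV1 and REV2 in 1 and that between SIM1 and REV in 8. At an unadjusted p under 0.05 the counts were 2514, 1450, 2046, 4680, 2541 and 2454. Within each sex, single arrays were regrouped among the strains of a contrast. As many calls came in 2, 1, 1, 3, 14 and 1 of 100 groupings, the real one included. Taken singly and without correction for the number of results regrouped, chance in the placing of arrays can be excluded for 5 of 6 counts. It cannot for REV1 and REV2. Strains, not arrays, carry the disruption and the eye colour, so the regrouping cannot tell which trait of a strain is the source. The transcripts with the smallest p were FBtr0082287 for REC and INV (2.825 on the log2 scale for males minus females) and for REC and white-eyed strains (-2.93), FBtr0076720 for SIM1 and REV (-2.175, limma adjusted p = 2.55e-05), FBtr0076262 for INV and white-eyed strains (0.88), FBtr0089170 for INV1 and INV2 (1.32) and FBtr0075971 for REV1 and REV2 (-1.21), of which FBtr0076262 is named after its values were seen.

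Single arrays moved these counts. That for REC and INV became 1 without female replicate A or B or male replicate C of REC, 2 without male replicate A or B of REC, 3 without female replicate A of INV2 and 11 without male replicate C of INV1. For INV and white-eyed strains it became 2 without female replicate A or B of INV1, female replicate A of INV2 or male replicate A or B of INV2, 7 without female replicate C of REV2 or male replicate B of INV1, 11 without male replicate C of SIM1 and 14 without male replicate B of REC. For REC and white-eyed strains it became 10 without female replicate B of REC, 11 without female replicate A or C or male replicate C of REC, 28 without male replicate A of REV1 and 31 without male replicate C of SIM1. For INV1 and INV2 it became 1235 without male replicate C of INV1, 195 without male replicate C of SIM1, 60 without male replicate B of REC, 1 without female replicate A of INV1 or INV2 or male replicate C of INV2, and 2 without any of 21 other arrays. Male replicates A and B of INV1, B of REC and C of SIM1 are the male arrays that lay apart from the others, and without replicate C the INV1 males consist of 2 such arrays alone, so that for the count of INV1 and INV2 the deviation of those arrays stays open beside a biological difference. For REV1 and REV2 it became 11 without female replicate B of REV2 and 2 without male replicate C of REV2 or SIM1. For SIM1 and REV it became 16 without female replicate C of SIM1, 13 without female replicate A of REV1, 3 without female replicate A or B of SIM1, female replicate B or C of REV1 or male replicate B or C of SIM1, 4 without female replicate A of REV2 or male replicate B of REV1, and 5 without male replicate C of INV2 or male replicate A of SIM1.

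The normalization between arrays bears on the counts, since quantile normalization changed those for REC and INV to 1, for INV and white-eyed strains to 8, for INV1 and INV2 to 15, for REV1 and REV2 to 0 and for SIM1 and REV to 4. The fit gives both sexes one spread, although the median SD between arrays of a strain was 0.20 on the log2 scale in males and 0.11 in females, and how far this moves the counts was not tested. A difference between strains that depends on sex stays open as a biological explanation and was not tested apart from these.

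Among the differences between REC and INV that varied with sex, the smallest p was that of FBtr0082287, with 2.825 on the log2 scale for males minus females (limma adjusted p = 2e-17). REC females had log2 intensities between 11.995 and 12.053 on 3 of 3 arrays, the 15 other female arrays between 8.541 and 9.197 and the 18 male arrays between 7.724 and 8.154. A single array as the source is argued against, because the lowest REC female array lay 2.798 above the highest other female array. RNA of males in the REC female samples is argued against too, because no male array exceeded 8.154. The difference between REC and INV females stayed past the threshold under 25 of 25 other settings, with adjusted p between 4.41e-16 and 1.64e-05. The region is intact in the white-eyed strains as well as in REC, and white-eyed females lie with the INV females, so that the disruption alone does not set REC apart. A sequence variant of REC at the probes was not tested, because probe sequences are not among the data. A difference of the strain REC that appears in females stays open as a biological explanation, and it was not tested further.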

How the results depend on the processing

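The alternatives were chosen before the data were examined, except the scaling of transcripts before the clustering and the interactions of REC with white-eyed strains, INV1 with INV2, REV1 with REV2 and SIM1 with REV, which were added after the results were seen, and the tests by regrouping the arrays, by shuffled labels and by the letters of the replicates were also chosen after the results were seen. An interaction is a difference between strains that varies with sex. A count is given where it moved by more than 1.5 times from the value at the results. The cause was not tested unless stated. All results with a value under these 2 settings stayed within the limit in the values as deposited and with scale normalization within each sex. Within a sex the arrays already share nearly one distribution of values, so that both settings act mainly between the sexes. The direction of sex bias did change, since between 41.1% and 43.6% of the calls in a strain were higher in males after scale normalization over all arrays and between 60.3% and 63.3% in the values as deposited. The number of sex-biased transcripts in a strain stayed within the limit under every setting run for it. None of the differences of named transcripts that were run under the settings reversed its direction. Some were not run, among them the interactions of named transcripts, the difference of FBtr0086479 between REC and INV females and that of FBtr0086477 between REC and white-eyed strains. Of the 1114 values that were run, 975 stayed past the threshold and 139 did not.

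After quantile normalization over all arrays, the counts became in females 4 for REV1 and REV2. The interaction counts became 1 for REC and INV, 8 for INV and white-eyed, 15 for INV1 and INV2, 0 for REV1 and REV2 and 4 for SIM1 and REV. The 0 is by limma, and the same interaction had 2541 transcripts at an unadjusted p under 0.05 after scale normalization. Without the dimmest 25% of transcripts, the counts became in males 4 for pairs of one eye colour, and in females 4 for REV1 and REV2. The interaction counts became 3 for REC and INV. With an intensity trend and robust hyperparameters, the counts became in males 1 for INV1 and INV2, and in females 4 for REV1 and REV2.

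With the replicate letter as a block, the counts became in males 4 for REC and white-eyed, 1 for INV1 and INV2, 1 for SIM1 and REV and 5 for pairs of one eye colour. The interaction counts became 2 for INV1 and INV2, 2 for REV1 and REV2 and 4 for SIM1 and REV. The other results stayed within the limit. Whether the letters pair the arrays was tested on the deviations of each array from its strain mean. Arrays of different strains with one letter had a median correlation of deviations across transcripts of -0.0246 in males and -0.0171 in females, and male and female arrays of one strain with one letter had -0.0092, with correlations over 0.1 in 16 of 45, 15 of 45 and 6 of 18 pairs.

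With weights for each array estimated from the data, the counts became in males 7842 for all 6 strains, 23 for REC and INV, 2513 for INV and white-eyed, 166 for REC and white-eyed, 6827 for INV1 and INV2, 33 for REV1 and REV2, 249 for SIM1 and REV, 11181 for pairs of one eye colour and 19872 for pairs of different eye colour, and in females 4765 for all 6 strains, 1646 for REC and INV, 1126 for INV and white-eyed, 1943 for REC and white-eyed, 421 for INV1 and INV2, 3 for REV1 and REV2, 1641 for SIM1 and REV, 4916 for pairs of one eye colour and 11726 for pairs of different eye colour. The interaction counts became 2006 for REC and INV, 1432 for INV and white-eyed, 340 for REC and white-eyed, 5321 for INV1 and INV2, 823 for REV1 and REV2 and 17 for SIM1 and REV. In 20 groupings of the male arrays, the real one included, 8 gave as many calls across the 6 strains as the real one, and the shuffled labels reached 15918 calls, so that chance cannot be excluded for the male count under these weights. In females it was 1 of 20, and the shuffled labels reached 2422 calls.

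With the methods' one-way comparison, which takes the spread of each transcript from its own values and in a contrast from the compared arrays alone, the counts became in males 0 for REC and INV, 3 for REC and white-eyed, 0 for INV1 and INV2, 0 for SIM1 and REV, 1 for pairs of one eye colour and 7 for pairs of different eye colour, and in females 660 for all 6 strains, 2 for REC and INV, 120 for INV and white-eyed, 16 for REC and white-eyed, 0 for INV1 and INV2, 0 for REV1 and REV2, 0 for SIM1 and REV, 1 for pairs of one eye colour and 10 for pairs of different eye colour. At an unadjusted p under 0.05 its comparisons with 0 calls gave between 490 and 3537 transcripts in males and between 950 and 3132 in females. With the Tukey comparison, the counts became in males 1 for pairs of one eye colour and 23 for pairs of different eye colour, and in females 24 for pairs of one eye colour and 150 for pairs of different eye colour.

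At an adjusted p under 0.05, which by construction calls more, the counts became in males 40 for all 6 strains, 20 for INV and white-eyed, 356 for INV1 and INV2, 1 for REV1 and REV2, 4 for SIM1 and REV, 385 for pairs of one eye colour and 179 for pairs of different eye colour, and in females 4152 for all 6 strains, 1398 for REC and INV, 1968 for INV and white-eyed, 1958 for REC and white-eyed, 206 for INV1 and INV2, 13 for REV1 and REV2, 1656 for SIM1 and REV, 5158 for pairs of one eye colour and 12397 for pairs of different eye colour. The interaction counts became 35 for REC and INV, 18 for INV and white-eyed, 55 for REC and white-eyed, 812 for INV1 and INV2, 7 for REV1 and REV2 and 24 for SIM1 and REV. With all 36 arrays in one fit, which gives both sexes one spread between those of males and females, the counts became in males 1140 for all 6 strains, 5 for REC and INV, 43 for INV and white-eyed, 31 for REC and white-eyed, 1857 for INV1 and INV2, 8 for REV1 and REV2, 14 for SIM1 and REV, 2094 for pairs of one eye colour and 2189 for pairs of different eye colour, and in females 619 for all 6 strains, 55 for REC and INV, 214 for INV and white-eyed, 200 for REC and white-eyed, 12 for INV1 and INV2, 96 for SIM1 and REV, 391 for pairs of one eye colour and 1249 for pairs of different eye colour.

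The ratio of distances in the clustering fell from 1.43 in males and 1.32 in females to 1.12 and 1.21 with 5% of transcripts, to 0.931 and 1.10 with all transcripts, and to 1.09 and 1.20 with each transcript scaled before the clustering.

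Each array was left out in turn. In males the counts ran from 8 to 19 for all 6 strains, 1 to 2 for REC and INV, 7 to 12 for INV and white-eyed, 4 to 8 for REC and white-eyed, 0 to 5 for INV1 and INV2, 0 to 2 for REV1 and REV2, 0 to 3 for SIM1 and REV, 3 to 12 for pairs of one eye colour and 35 to 99 for pairs of different eye colour. In females the counts ran from 1004 to 2281 for all 6 strains, 27 to 470 for REC and INV, 387 to 1115 for INV and white-eyed, 130 to 778 for REC and white-eyed, 11 to 60 for INV1 and INV2, 1 to 4 for REV1 and REV2, 30 to 952 for SIM1 and REV, 618 to 2297 for pairs of one eye colour and 2431 to 5372 for pairs of different eye colour. The counts of sex-biased transcripts ran from 10272 to 12942 in REC, 9333 to 12184 in INV1, 12174 to 12762 in INV2, 9087 to 12495 in SIM1, 12526 to 13215 in REV1 and 11974 to 12622 in REV2. Those of transcripts whose difference varied with sex ran from 1 to 11 for REC and INV, 2 to 14 for INV and white-eyed, 10 to 31 for REC and white-eyed, 1 to 1235 for INV1 and INV2, 1 to 11 for REV1 and REV2 and 3 to 16 for SIM1 and REV. The ratio in the clustering ran from 1.33 to 1.56 in males and 1.26 to 1.37 in females. By array, 1235 interactions of INV1 with INV2 were called without male replicate C of INV1, 195 without male replicate C of SIM1 and 60 without male replicate B of REC, against 4 with all arrays.

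The same arrays were regrouped into groups of the same sizes. As many calls as for the real strains were found in 4 of 100 regroupings of the male arrays for all 6 strains, for pairs of one eye colour and for pairs of different eye colour alike, in 3 of 84 for REC and INV, 2 of 100 for INV and white-eyed, 1 of 100 for REC and white-eyed and 1 of 84 for SIM1 and REV. In females it was 1 of 100 for all 6 strains, for both kinds of pairs, for INV and white-eyed and for REC and white-eyed, and 1 of 84 for REC and INV and for SIM1 and REV. Each count includes the real grouping. The regrouping moved single arrays across strains, and arrays of a strain do not replicate its disruption or eye colour. It thus asks whether strains differ, not whether disruption or eye colour is the source, and SIM1 and REV females passed it too. The shares are not corrected for the number of results regrouped, and those of 4 of 100 and 3 of 84 in males lie close to 0.05. Taken singly, with a share under 0.05, chance in the placing of arrays can be excluded for the results above. For INV1 and INV2 (1 of 10 in each sex) and REV1 and REV2 females (2 of 10), 3 arrays against 3 cannot exclude it. For REV1 and REV2 males, where limma called 0 transcripts, the regrouping tests nothing, since 10 of 10 groupings have as many calls by construction. For sex bias within a single strain the regrouping gave 1 of 10, the lowest it can give, but 9455 transcripts were called in all 6 strains, each with a single sign, which argues against chance for sex bias as a whole. For the interactions it was 2 of 100 for REC and INV, 1 of 100 for INV and white-eyed, 1 of 100 for REC and white-eyed, 3 of 100 for INV1 and INV2, 1 of 100 for SIM1 and REV and 14 of 100 for REV1 and REV2, where chance cannot be excluded.

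Tests of sets of genes, of the region's transcripts and of genes of visual perception, with their alternatives, were not run, because the identifiers are not paired with genes. The one-way comparison was not run for interactions, the Tukey comparison was run for pairs only, and one fit of all arrays already underlies the interactions. Signal over background could not be measured from the deposited values.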

Differences from the paper's values

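The tests that were chosen before the data were examined are the alternatives compared here, and the only setting added after the results were seen, the clustering of scaled transcripts, is named where it is given. All values set against the paper's are counts of transcripts called by limma (adjusted p under 0.01). A value counts as different where it is over 1.5 times the other. In parentheses are the alternatives, set before the data were examined, with which the value was not different by that measure, named as quantile normalization, trend (an intensity trend with robust hyperparameters), block (the replicate letter as a block), one-way (the methods' one-way comparison), Tukey, or the number of single arrays whose removal gave it. All other alternatives gave different values.

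Among the 6 strains in females, the paper's 6.2% of transcripts stands against 10.1%. With quantile normalization over all arrays the value was 7.94%, which is not different, and with single arrays left out 15 of 18 values, from 6.03% to 9.2%, were not different. The other alternatives gave different values.

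For the contrasts of Table S17 in males, the values were the paper's 0 against 3 for INV1 and INV2 (one-way 0, 5 arrays left out 0), the paper's 0 against 2 for SIM1 and REV (one-way 0, 2 arrays left out 0), the paper's 3 against 7 for REC and white-eyed (block 4, one-way 3, 5 arrays left out 4), the paper's 0 against 2 for REC and INV (one-way 0) and the paper's 5 against 9 for INV and white-eyed (block 7, one-way 6, 12 arrays left out 7). In females they were the paper's 3 against 27 for INV1 and INV2 (none), the paper's 0 against 1 for REV1 and REV2 (one-way 0), the paper's 1 against 481 for SIM1 and REV (none), the paper's 13 against 614 for REC and white-eyed (one-way 16), the paper's 1 against 293 for REC and INV (none) and the paper's 114 against 732 for INV and white-eyed (one-way 120).

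For the pairs of Table S16 in males, the values were the paper's 0 against 1 for REC and INV2 (none), the paper's 2 against 4 for REC and SIM1 (block 3, Tukey 2, 8 arrays left out 3), the paper's 2 against 6 for REC and REV2 (Tukey 3, 3 arrays left out 3), the paper's 0 against 3 for INV1 and INV2 (one-way 0, Tukey 0, 5 arrays left out 0), the paper's 2 against 7 for INV1 and SIM1 (Tukey 2), the paper's 6 against 12 for INV1 and REV1 (trend 9, block 9, Tukey 4, 15 arrays left out 5 to 9), the paper's 2 against 4 for INV1 and REV2 (block 3, Tukey 3, 11 arrays left out 3), the paper's 2 against 4 for INV2 and SIM1 (trend 3, Tukey 2, 13 arrays left out 3), the paper's 3 against 10 for INV2 and REV1 (block 4, one-way 3, Tukey 3, 5 arrays left out 3 to 4), the paper's 2 against 5 for INV2 and REV2 (Tukey 2), the paper's 2 against 0 for SIM1 and REV1 (quantile normalization 3) and the paper's 0 against 4 for SIM1 and REV2 (one-way 0, Tukey 0). Between SIM1 and REV1 males limma called 0, with 732 transcripts at an unadjusted p under 0.05, and the one-way and Tukey comparisons called 0 too. In females the values were the paper's 2 against 28 for REC and INV1 (Tukey 3, 1 array left out 2), the paper's 9 against 690 for REC and INV2 (Tukey 12), the paper's 5 against 46 for REC and SIM1 (one-way 4), the paper's 14 against 652 for REC and REV1 (Tukey 12), the paper's 44 against 1314 for REC and REV2 (none), the paper's 3 against 27 for INV1 and INV2 (Tukey 3), the paper's 7 against 194 for INV1 and SIM1 (Tukey 8), the paper's 11 against 881 for INV1 and REV1 (Tukey 11), the paper's 11 against 500 for INV1 and REV2 (Tukey 11), the paper's 8 against 464 for INV2 and SIM1 (Tukey 9), the paper's 5 against 137 for INV2 and REV1 (none), the paper's 5 against 67 for INV2 and REV2 (none), the paper's 3 against 25 for SIM1 and REV1 (Tukey 3), the paper's 2 against 530 for SIM1 and REV2 (Tukey 3) and the paper's 0 against 1 for REV1 and REV2 (one-way 0, Tukey 0). With the Tukey comparison, 13 of 15 pairs in males and 11 of 15 in females were not different from the paper's.

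The paper's Fig. 4 is stated to place the red-eyed strains together and apart from the white-eyed ones in both sexes. On the transcripts with the lowest p from limma, Ward's tree first separated REC and INV1 from the other strains in males, and REC, INV1, INV2 and SIM1 from REV1 and REV2 in females. With the transcripts chosen by the p of the methods' one-way comparison, which the legend of Fig. 4 names, the tree first separated red-eyed from white-eyed strains in both sexes. It did so without the dimmest 25% of transcripts as well, and in males with quantile normalization, the replicate block or array weights. With single arrays left out it did so for 5 of 18 in males and 8 of 18 in females. With 5% of transcripts or with all transcripts it did not in either sex. The same held with the scaled transcripts, chosen after seeing the values. In males, REC and INV1 hold arrays that deviated alike (REC B, INV1 A and INV1 B), which stays open as a source of the male tree.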

Other observations

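All tests of this part were chosen after the result was seen, and no array or transcript was left out of the results because of them.

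On male replicate A of REV1, 28 of 28 transcripts found almost only in females (over 5 on the log2 scale) were raised by more than 1 on the log2 scale, with at most 1 on any other male array. They stood at 19% of the female level, and on the 17 other male arrays between -0.108% and 0.134%. Of 183 transcripts with a smaller difference (3 to 5), 88.5% were higher on this array than on every other male array, and the highest such percentage on another male array was 5.56. A trait of strain REV1 is argued against by replicates B and C, whose highest value was -0.019% of the female level, and an exchanged female sample by the level of 19%. RNA of females in this sample is a candidate explanation that remains open, as a hypothesis. The level was 8.27% of that in females for the transcripts with the smaller difference, and the reason why the 2 sets differ was not tested. No biological explanation was tested beyond the strain.

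The male arrays REC B, INV1 A, INV1 B and SIM1 C lay apart from the others, with a median correlation with the other male arrays between 0.930 and 0.954, against 0.974 to 0.991 for the other 14 male arrays and 0.990 to 0.995 for the female arrays. The first principal component of the male arrays held 59.3% of the variance. RNA of females is argued against by a highest level of 0.134% of that in females on these 4 arrays. A shift that depends on intensity explained at most 3.35% of the variance of their deviations. A trait of a strain is argued against as the whole source, because deviations correlated by at least 0.758 between 2 of these arrays of different strains. With the arrays of their own strain that are not among these 4, the deviations correlated by -0.268 to 0.148. Transcripts higher in males than in females (over 3 on the log2 scale) lay lower on these arrays, with a median deviation from the other male arrays of -0.733 on INV1 A, -0.539 on INV1 B, -0.564 on REC B and -0.726 on SIM1 C, against -0.082 to 0.155 on the other 14 male arrays. Why they are lower there was not tested, and neither a batch nor a biological difference is named for these arrays in the labels.

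With array weights, many more calls among male strains were made. That weights fitted to the arrays make calls under other groupings too is a candidate explanation for males, since 8 of 20 groupings of the male arrays, the real one included, gave as many calls as the real one. Shuffled labels of the male arrays gave between 0 and 15918 calls by limma, with a median of 4558, and those of the female arrays between 0 and 2422, with a median of 0.

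Few transcripts were called among male strains. The spread between male arrays is a candidate explanation, because 72.5% of simulated changes of 1 on the log2 scale were recovered with the spread of males and 99% with that of females. The median residual SD was 0.20 in males and 0.11 in females. A smaller effect of strain in males stays open and was not tested.

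The direction in males of the transcripts called in females was the same for 530 of 732 (72.4%) between INV and white-eyed strains, and for 183 of 293 (62.5%) between REC and INV. Regrouping the male arrays gave shares as high in 24 of 100 and 31 of 84 groupings, the real one included, so that chance cannot be excluded. Of the male calls, 9 of 9 for INV and 7 of 7 for REC against white-eyed strains had the same direction in females. Called in both sexes were 8 and 6. Between REC and INV the direction was the same for 2 of 2, between INV1 and INV2 for 2 of 3 and between SIM1 and REV for 1 of 2. The directions of the male calls were not tested by regrouping.

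The female calls were scanned along the order of the identifiers. Among identifiers found in the gene table, that order was set against the position along the chromosome arm. The rank correlation was 0.927 on 2L (10 identifiers), -1 on 2R (9), 1 on 3R (13) and 0.321 on 3L (7). The 9 on 2R are not all of the identifiers found on that arm, and the order is no full map. Of 27 calls between INV1 and INV2, 9 lay in one window of 400 transcripts, with the first call at FBtr0072890 and the last at FBtr0073124 (permutation p = 0.0001, the smallest that 10000 permutations can give, before correction over the 5 contrasts scanned, and with both identifiers named after their values were seen). The excess is not specific to this pair, since the fullest window held 40 calls between REC and white-eyed strains (p = 0.0001), 42 between INV and white-eyed strains (p = 0.0003), 20 between REC and INV (p = 0.0105) and 25 between SIM1 and REV (p = 0.0869), by the same permutation test. After calls with close identifiers were merged, 5 remained for INV1 and INV2 (permutation p = 0.0221), p was 0.511, 0.242, 0.454 and 0.98 in the other 4 contrasts, and the lowest adjusted p over the 5 contrasts was 0.11, so that several transcripts of one gene counted together may account for the excess. Whether a segment of a chromosome differs between INV1 and INV2 stays open. Of the 9 calls in the window, 8 had the same sign in males, against 22 of the 27 calls in all, and INV2 lay farthest from the other strains for 7 and INV1 for 0, but these transcripts were chosen as calls. The correlation of male and female differences in the window was 0.251, and 0.171 with the calls left out, where 22 of 41 windows had one as high.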
